# Transcriptional Responses of Resistant and Susceptible Fish Clones to the Bacterial Pathogen *Flavobacterium psychrophilum*

**DOI:** 10.1371/journal.pone.0039126

**Published:** 2012-06-13

**Authors:** Christelle Langevin, Mar Blanco, Samuel A. M. Martin, Luc Jouneau, Jean-Francois Bernardet, Armel Houel, Aurélie Lunazzi, Eric Duchaud, Christian Michel, Edwige Quillet, Pierre Boudinot

## Abstract

*Flavobacterium psychrophilum* is a bacterial species that represents one of the most important pathogens for aquaculture worldwide, especially for salmonids. To gain insights into the genetic basis of the natural resistance to *F. psychrophilum*, we selected homozygous clones of rainbow trout with contrasted susceptibility to the infection. We compared the transcriptional response to the bacteria in the pronephros of a susceptible and a resistant line by micro-array analysis five days after infection. While the basal transcriptome of healthy fish was significantly different in the resistant and susceptible lines, the transcriptome modifications induced by the bacteria involved essentially the same genes and pathways. The response to *F. psychrophilum* involved antimicrobial peptides, complement, and a number of enzymes and chemokines. The matrix metalloproteases *mmp9* and *mmp13* were among the most highly induced genes in both genetic backgrounds. Key genes of both pro- and anti-inflammatory response such as IL1 and IL10, were up-regulated with a greater magnitude in susceptible animals where the bacterial load was also much higher. While higher resistance to *F. psychrophilum* does not seem to be based on extensive differences in the orientation of the immune response, several genes including complement C3 showed stronger induction in the resistant fish. They may be important for the variation of susceptibility to the infection.

## Introduction

The genus *Flavobacterium* belongs to the family *Flavobacteriaceae*, in the phylum *Bacteroidetes* [1]. *Flavobacterium* strains are Gram-negative, non spore-forming, strictly aerobic rods and are usually motile by gliding. They occur in a variety of environments and are especially common in freshwater habitats. Three *Flavobacterium* species, namely *F. columnare*, *F. branchiophilum* and *F. psychrophilum*, are pathogenic to fish [2].

*F. psychrophilum* is primarily a salmonid pathogen, though cases have occasionally been reported from non-salmonid fish [3]. Originally restricted to the United States and Canada, infections by *F. psychrophilum* first appeared in Europe during the mid-eighties [4] and were progressively reported from all major areas of salmonid aquaculture in both Northern and Southern hemispheres over the next decade. The distribution of the pathogen is now considered worldwide and the losses it causes to the salmonid industry are considerable. Outbreaks typically occur when water temperature is below 15°C.

Infection by *F. psychrophilum* may result in different pathological entities depending on the fish species, developmental stage, and geographical area [5], [6]. In the so-called “peduncle disease” and “bacterial cold-water disease”, ulcerative lesions occur in the area surrounding the adipose fin and progressively extend to the whole caudal peduncle [5]. Gill lesions and nervous forms of the disease were also reported [7], [8]. In Europe, *F. psychrophilum* infection mostly manifests itself as a septicemic form with high mortality known as the “rainbow trout fry syndrome” as it usually concerns rainbow trout fry and fingerlings [2], [6]. Specific clinical signs may be either absent or consist of ulcerative lesions associated with severe splenic hypertrophy [9]–[11].

The various experimental infection and challenge models that have been proposed (reviewed in [6]), using injection of/immersion in bacterial suspensions or cohabitation with diseased fish, have met with varying degrees of success. Good results have been obtained for *F. psychrophilum* in rainbow trout using subcutaneous, intramuscular, or intraperitoneal injection [12]. In spite of extensive research and publication of promising results obtained under experimental conditions [13], [14], [26], no vaccine is commercially available at the present time.

The virulence mechanisms of *F. psychrophilum*, especially at the molecular level, are yet to be fully elucidated. Many mechanisms potentially involved in virulence have been reported under experimental conditions, but their actual role during the course of natural disease has not been fully evaluated. The following factors may be particularly significant: the adherence to the fish egg, gill tissue and body surface [15]–[17], the production of various extracellular proteases [18]–[24], the iron acquisition mechanisms [25] and the resistance to the action of the complement present in the serum of rainbow trout [26]. Other important characteristics of *F. psychrophilum* may influence its transmission, such as ability to form biofilms [27], presence of asymptomatic carriers in rivers and fish farms [28], and vertical transmission of the pathogen through intra-ovum infection [29], [30].

Significant progress has been made elucidating many of the genes relevant to the salmonid immune system and these gene sequences provide tools for studying the teleost immune response to pathogens and vaccines. The study of the modifications in the expression of mRNAs for important cytokines, sensors and effector genes by infection is an important step to better understand fish immunity to pathogens and to further dissect the function of these genes *in vivo* [31]. Responses to other major bacterial pathogens of salmonid fish have been examined by transcriptome profiling, including *Aeromonas salmonicida* [32], *Yersinia ruckeri* [33], *F. psychrophilum* [34] and *Piscirickettsia salmonis* [35] which together have indicated mechanisms by which fish attempt to control the invading pathogen. Also, it was reported that spleen size is a good indicator of the rainbow trout resistance to *F. psychrophilum* [36]. However no studies to date have examined differences to the pathogen response by use of clonal lines of fish exhibiting susceptibility or resistance based on genetic background of the fish.

In the present study, we identified resistant and susceptible animals among a previously established collection of rainbow trout homozygous clonal lines [37]. We evaluated the host response to *F. psychrophilum* infection and studied the differences between resistant and susceptible fish. Anterior kidney (termed “pronephros” thereafter) was analysed as it is an important target of the infection, with high bacterial load. Fish were sampled at day 5 post-infection and the pronephros RNAs were analyzed using a 44 K rainbow trout micro-array. Specific expression profiling of selected relevant genes was also assessed with real time reverse transcriptase quantitative PCR (QPCR). We found that infection by *F. psychrophilum* induced strong modifications of the pronephros transcriptome in both resistant and susceptible lines, but only a small fraction of the differentially expressed genes showed line-specific responses. These results provide clues for the understanding of the differences of responses in resistant and susceptible fish and for the identification of the genetic basis of predisposition to this disease.

## Materials and Methods

### Ethics Statement

All animals were handled in strict accordance with good animal practice as defined by the European Union guidelines for the handling of laboratory animals (http://ec.europa.eu/environment/chemicals/lab_animals/home_en.htm) and by the Regional Paris South Ethics committee, and all animal work was approved by the Direction of the Veterinary Services of Versailles (authorization number 78-28).

#### Fish

Rainbow trout clonal lines originated from the INRA ‘synthetic’ strain (Sy). Homozygous, genetically uniform clonal lines were settled after two generations of gynogenesis (all maternal inheritance) and further propagated by within-line single pair mating between a female and a sex-reversed male as described in [31]. A set of clonal lines was screened for response to infection with *F. psychrophilum* and a range of susceptibility was observed (Quillet et al, in preparation). Two clonal lines exhibiting consistent difference in susceptibility after intramuscular injection of the JIP 02/86 strain of *F. psychrophilum* were selected from the whole set of rainbow trout lines for the present study. A3 (A3_r) was chosen as a ‘resistant’ line and B57 (B57_s) as a ‘susceptible’ line respectively.

#### Bacterial strain, infection protocol and assessment of bacterial load in tissues

Fish of the clonal lines A3_r and B57_s, hatched in the IERP INRA facilities, were reared in recirculated units supplied with 10°C dechlorinated tap water until the time of experimentation, when their weight was 120–150 g. For infection, the virulent *F. psychrophilum* strain JIP 02/86, cultured for 24 hours according to standard procedures, was used. In addition to well-preserved and fairly controlled virulent properties, the complete genome of this strain has been sequenced and is available [38]. Ten fish of each line were sampled, anaesthetized in phenoxyethanol (0.3 ml/l) and injected intra-muscularly with 2.6×10^4^ CFU of a 24 hours bacterial culture. Fish were injected on the side, close to the dorsal fin, and the bacteria were delivered around 2 mm deep in the muscle. Parenteral route was preferred to ensure that all individuals received approximately the same dose of bacteria, since waterborne infection with *F. psychrophilum* is poorly controlled and would have led to great variation in fish exposure to the pathogen. Ten fish were mock-infected in parallel with 0.1 ml physiological saline. After injection, infected and mock-infected control fish were kept in dedicated flow-through aquaria (10°C) until subsequent sacrifice and sampling. Pronephros samples were kept in RNA later (Quiagen) until RNA preparation for Microarray hybridization (7 samples per condition) or for QPCR analysis (3 samples per condition).

### Micro-array slides and hybridizations

Micro-array experiments were performed using an Agilent-based micro-array platform with 4×44 K probes per slide (Agilent Design ID: 016320). This platform is a rainbow trout resource designed by Salem *et al*. [39]. The array was based on oligonucleotides designed by an assembly of rainbow trout ESTs performed by TIGR. The micro-array gene annotations have been reanalysed by the Sigenae team (INRA, Toulouse, France; http://www.sigenae.org/).

For micro-array analysis, we examined four RNA preparations from *F. psychrophilum*-infected fish and from control fish for each genetic background (biological replicates). Each sample comprised an equal quantity of RNA. RNA stability and integrity was assessed using Bioanalyzer (Agilent), and only RNA with RIN>8 were used. Each experimental sample was Cy3-labeled following the procedure recommended by Agilent, and was hybridized in one-color experiment. Briefly, the RNA was first reverse transcribed, using a poly(dT)-T7 primer. The Cy3 was then incorporated by a T7 polymerase mediated transcription, and the excess of dye removed using the RNeasy kit (Quiagen). The level of dye incorporation was assessed by spectrophotometry (Nanodrop ND1000, LabTech). Hybridizations were performed in a rotisserie-style Micro-array Hybridization Oven (Agilent) overnight (18 h) at 65°C. Following hybridization, the slides were rinsed in gene expression wash buffers 1 and 2 (Agilent) following the manufacturer's instructions. The slides were scanned using an Agilent high-resolution micro-array scanner at a resolution of 5 µm. Images, saved as *.TIF files, were extracted, and initial analysis were performed with Feature Extraction software v9.5.3 (Agilent). At least four individuals from each condition (i.e. 4 control B57_s control, 5 infected B57_s, 6 control A3_r an 7 infected A3_r) were used for the micro-array hybridization and analysis. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE35448.

### Micro-array data analysis

Statistical analysis was performed using R software (http://www.r-project.org/). Scanner output files were imported using read.maimages, a function of the limma package. For probes present more than once on the micro-array, the average of signals was considered. A within-normalization by subtraction of the median signal value was operated for each micro-array. Limma functions were used to perform the differential expression analysis. Raw pValues have been adjusted using Benjamini-Hochberg procedure [40]. The number of individuals analyzed for each condition was unequal (varying from 4 to 7), but at least four individuals were used per condition, and the statistical procedure was valid in these conditions.

### Ingenuity pathway analysis

The Ingenuity pathway analysis software (IPA) tool was used to perform pathway analysis and to search for functional networks involving the genes modulated by the infection. IPA consists of a unique curate knowledge base of cellular interactions and regulatory events mined from the peer-reviewed literature. Since the IPA system supports only human, rat and mouse, we searched for the best human counterparts of the trout genes identified by our micro-array analysis and used these converted datasets to query the ingenuity base. The default values of IPA parameters were used for our analyses. The following procedure was followed to extract tentative lists of human counterparts of relevant trout sequences. A first relationship of homology had been previously established between probes and public trout ESTs using the SigReannot pipeline [41]. We therefore used these ESTs to identify the most similar sequence from Swissprot, RefSeq RNA or RefSeq Protein databases. These sequences were then extracted and used as baits for blastx queries to the human uniprot fasta library. The best hit was kept for IPA analysis.

### GO annotation

As mentioned above, micro-array probes were linked with Swissprot or Refseq entries when possible. GO and Kegg annotations have been extracted from Swissprot database for each of these Swissprot accessions. For Refseq annotation, accession IDs were submitted to DAVID gene ID conversion tool [42], [43]. From 224 IDs, 151 could be successfully converted to a DAVID identifier, allowing to retrieve a functional annotation and to extract GO and Kegg annotation.

### Quantitative PCR

Trout pronephros were kept in RNA later (Quiagen) until RNA extraction. After tissue homogenization with ceramic beads (1–1.2 mm; N1100; Mineralex, France) and two rounds of centrifugation (6000 *g*; 15 s; Precyllis 24), RNA was prepared using Trizol reagent. The RNA pellet was washed with cold 70% ethanol, air-dried and redissolved in 350 µl RLT buffer. RNA was then subjected to an on-column DNase treatment using the RNeasy Mini kit (Qiagen). RNA concentrations were measured by spectrophotometry (Nanodrop, Thermo Scientific). RNA stability and integrity was assessed using Bioanalyzer (Agilent), and only RNA with RIN>8 were used. Reverse transcription reactions were as follows: 2.5 µg RNA, 2 µl 10 mM poly (dT)25 primers and 1 µl 10 mM dNTP mix were incubated for 5 min at 65°C, followed by 1 min incubation on ice. Four µl 5× first strand buffer, 2 µl 0.1 M DTT, 1 µl RNase inhibitor and 1 µl Superscript II Reverse Transcriptase (RT, Invitrogen) were added to each sample, and the reaction was incubated for 50 min at 42°C, followed by an enzyme-inactivation step of 15 min at 70°C.

For QPCR, 5 µl cDNA, 5 µl mix of forward and reverse primers (300 nM each) were added to 10 µl Power SYBR® Green Master mix (AB Gene). QPCR (10 min at 95°C, 40 cycles of 15 s at 95°C and 60 s at 60°C) was carried out with the Mastercycler® Realplex (Eppendorf). After each run, melting curves were produced by detecting fluorescence from 60 to 95°C at 1°C intervals. ELF-1α gene expression served as an internal standard. Fold changes following stimulation were calculated with the Pfaffl method [44], as a ratio of target gene vs. reference gene relative to expression in unstimulated control samples. Datasets were then analyzed using QBAse (Biogazelle). All primer sequences are shown in **Table 1** **.**

**Table 1:** Primer sequences used in the QPCR analysis.

Gene	Primers	Sequences
**TNF α-1**	TNF-α1 Fwd	AGCATGGAAGACCGTCAACGAT
	TNF-α1 Rev	ACCCTCTAAATGGATGGCTGCTT
**TNF α-2**	TNF-α2 Fwd	GGAGGCTGTGTGGCGTTCT
	TNF-α2 Rev	TGCTGACACCAGGCAAAGAG
**IL-1β-1**	IL-1β1 Fwd	GGAGAGGTTAAAGGGTGGCGA
	IL-1β1 Rev	TGCCGACTCCAACTCCAACA
**IL-6**	IL-6 Fwd	ACTCCCCTCTGTCACACACC
	IL-6 Rev	GGCAGACAGGTCCTCCACTA
**TLR 2**	TLR2 Fwd-1	TCCTGCGTCTATGTCTGCAC
	TLR2 Rev-1	CTCCAGGGAGCACCAGTTAC
**TLR 22**	TLR22 Fwd	TGGACAATGACGCTCTTTTACC
	TLR22/22L Rev	GAGCTGATGGTTGCAATGAGG
**TLR5**	TLR5 Fwd	GGCATCAGCCTGTTGAATTT
	TLR5 Rev	ATGAAGAGCGAGAGCCTCAG
**TLR3**	TLR3 Fwd	AGCCCTTTGCTGCCTTACAGAG
	TLR3 Rev	GTCTTCAGGTCATTTTTGGACACG
**TLR9**	TLR9 Fwd1	TGGATGAAAAGGTGGACGTGGC
	TLR9 Rev1	GGCCAGGACAGAACAAACTT
**IL-2**	IL-2 Fwd	CATGTCCAGATTCAGTCTTCTATACACC
	IL-2 Rev	GAAGTGTCCGTTGTGCTGTTCTC
**IL-10**	IL-10 Fwd	CGACTTTAAATCTCCCATCGAC
	IL-10 Rev	GCATTGGACGATCTCTTTCTTC
**IFNγ**	γIFN Fwd	GCTGTTCAACGGAAACCCTGTTT
	γIFN Rev	GTCCAGAACCACACTCATCAA
**mmp9**	mmp9a_F	TGTGTCCGTCACGTTCCCTGG
	mmp9a_R	CCGCAGCGAGGTGCCTTCAT
**mmp13**	mmp13_F	GCACCTTCTCTCTGCCCCGCAG
	mmp13_R	GCTCTGTTGTGGTTTGCTGC
**IL-11**	IL11_F	TCAACTCCCTTGAGATGAGACC
	IL11_R	TCCTGGGAAGACTGTAACACATC
**IFN1 (short)**	IFNc_FT	GCGAAACAAACTGCTATTTACAATGTATA
	IFNc_RT	TCACAGCAATGACACACGCTC
**ELF-1α**	ELF1α Fwd	CAAGGATATCCGTCGTGGCA
	ELF1αRev	ACAGCGAAACGACCAAGAGG
***F. psychrophilum***	Fp16s F	GAGTTGGCATCAACACAC
**16 S RNA**	Fp16s R	TCCGTGTCTCAGTACCAG

## Results

### Rainbow trout lines resistant and susceptible to *F. psychrophilum* infection

Clonal lines A3 and B57 were chosen among a set of clonal lines that were repeatedly challenged against the bacterium (Quillet et al, in preparation). The clonal lines A3 and B57 consistently exhibited contrasted resistance (**Figure 1A**), and were chosen as ‘resistant’ and ‘susceptible’ lines, respectively and named hereafter A3_r and B57_s. Control sibs of challenge 2 (**Figure 1A**) were used for transcriptome analysis at a later developmental stage, which possesses both innate and adaptive components of immunity.

**Figure 1:**
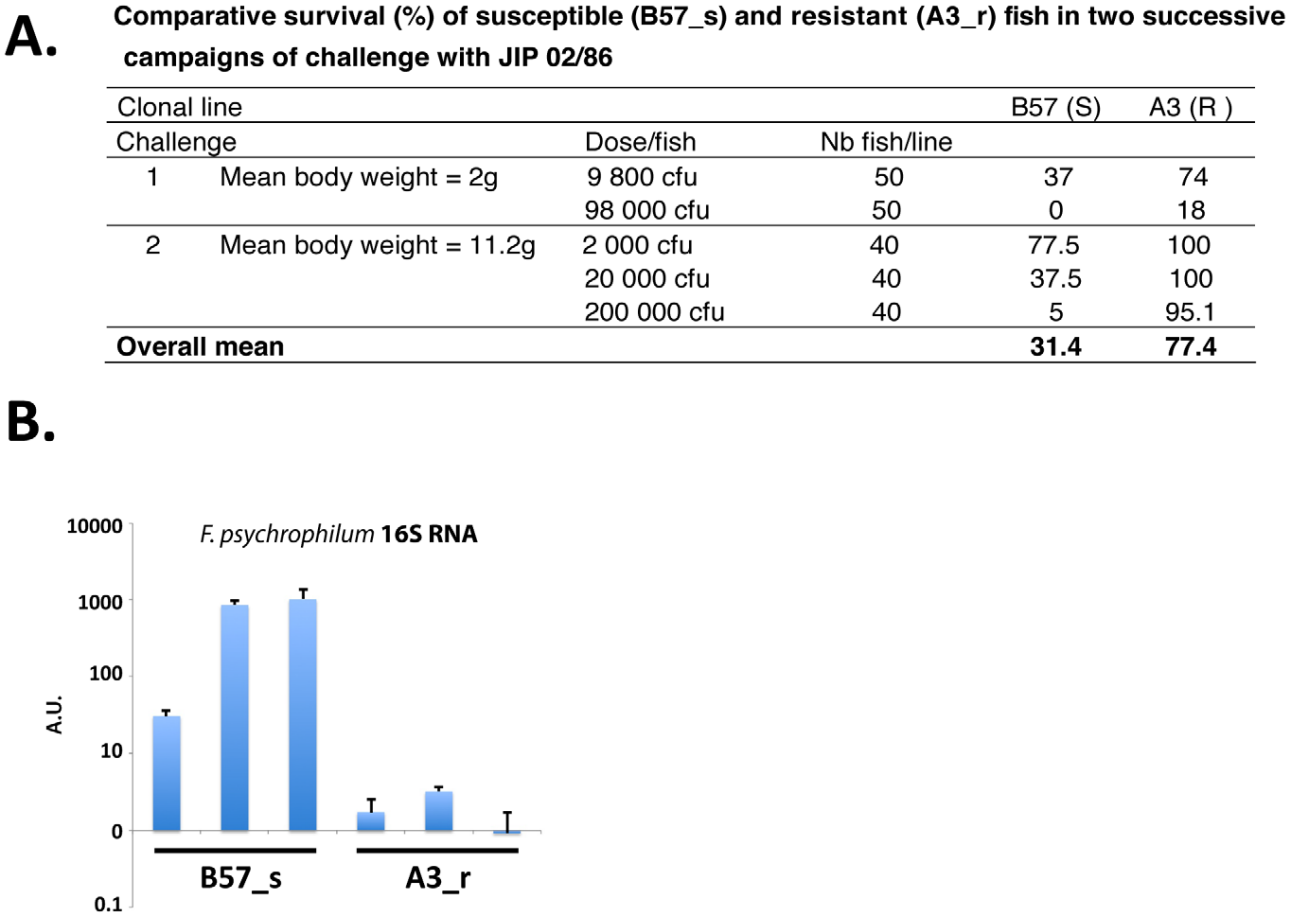
Rainbow trout clonal lines resistant and susceptible to *F. psychrophilum*. A) Comparative survival (%) of A3_r (resistant) and B57_s (susceptible) lines after infection with the JIP 02/86 strain of *F. psychrophilum*. Fish were challenged by intramuscular injection at different sizes and infectious doses. Survival was assessed when the mortality had stabilized (on day 32 for challenge 1 and on day 40 for challenge 2. Individuals used in the present study were the control sibs of challenge 2. B) Assessment of the bacterial load in the pronephros from the infected resistant and susceptible fish that were used for QPCR presented on figure 4. The 16 S RNA was quantified using a real time QPCR validated for diagnostic of *F. psychrophilum*. Consistent results were observed from the fish used for micro array hybridization when tested (B57_s, n = 4, bacterial load 97 to 3372; A3_r, n = 3, bacterial load 0.003 to 6).

To produce a first general description of the host response to the infection by *F. psychrophilum* in resistant and susceptible fish, we performed comparative micro-array analyses of the pronephros transcriptome from infected and control trouts with resistant (A3_r) versus susceptible (B57_s) background. 

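RNA from the pronephros of 23 fish was labelled with Cy3 and hybridized in one-colour experiments, with 1 fish on each array. The fish were 4 B57_s controls, 5 infected B57_s, 7 A3_r controls and 7 infected A3_r, sampled 5 days after an intramuscular injection of 26000 CFU of the bacterium or of 0.1 ml saline and kept at 10°C. The authors deposited the scanner software's output for each array, with a background-corrected processed signal for 45220 spots, and a table of their own values. Their values equal the log2 of the median spot signal without background correction, averaged per probe and centred on the array median, within 0.001 on every entry. The values below were computed from the processed signal instead. Control spots and 355 spots marked as outliers by the software were left out, the log2 signal was centred on each array's median, and the spots of a probe were averaged. This gave 37394 probes, of which 37191 had a value on every array. One linear model with the 4 groups of fish was fitted to each probe with limma 3.58.1, and p values were adjusted by the Benjamini-Hochberg procedure within each comparison. A probe was past the threshold at an adjusted p below 0.01 with a fold change above 3 or below 0.33, as in the study. Between 68.01% and 88.16% of the spots of an array were well above background, with medians of 81.9% in B57_s controls, 79.3% in infected B57_s, 81.5% in A3_r controls and 79.8% in infected A3_r fish. No spot was saturated, and the number of arrays limits the precision. The arrays lay on 7 slides and were scanned on 1 day. The study used 6 of the 7 A3_r controls, and the paper's text does not name the one left out or give a reason. The fold changes of Figure S1 were matched within 1% for 295 of 295 probes with A3_r control 15 left out of the authors' values, and for 7 to 12 probes with another control or none left out. Values are therefore given first for the 22 arrays without control 15 and then for all 23. Over all probes of the 23 arrays, the median log2 change with infection was 0.04 in B57_s and -0.13 in A3_r, and the median log2 difference of A3_r from B57_s was 0.12 among controls and -0.12 among infected fish. Single fold changes are to be read against these medians.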

The pronephros was chosen as a key lymphoid and hematopoietic tissue and a target of the *F. psychrophilum* infection. The impact of the infection on the transcriptome was studied five days after infection in order to analyze a fully developed response, whilst before the onset of clinical disease and the physiological stress due to lesions. The bacterial load in the pronephros five days post infection was significantly higher in susceptible compared to resistant fish, as shown on figure 1B. Since *F. psychrophilum* 16 S RNA was quantified from the individual samples, it provided a direct assessment of the bacterial load in each animal. No specific signal was detected in control fish. Additionally, *F. psychrophilum* could be re-isolated from pronephros samples of B57_s infected fish, but not from the A3_r.

### The core response of both resistant and susceptible clonal lines is a typical innate response to bacteria

The modifications of the pronephros transcriptome following infection were analyzed in resistant (A3_r) and susceptible (B7_s) fish in comparison with control fish of each group. Overall, fold change values (FC) appeared well correlated in the two clonal lines (**Figure 2A**), indicating that their response to the bacterial infection was globally similar, slightly higher in the susceptible animals. 

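Over the 22 arrays, 507 probes had an adjusted p below 0.01 in both lines at any fold change. Across these probes, the log2 fold change in A3_r followed that in B57_s with a Pearson r of 0.955, a slope of 0.872 and an intercept of 0.169, and all 507 had the same sign in both lines. When control 15 was included, 269 probes met this rule and gave an r of 0.959, a slope of 0.859 and an intercept of 0.162. Probes are not independent replicates, and the rule keeps only probes that changed clearly in both lines. The choice of probes moved the correlation most: over the 23 arrays, r was 0.856 across probes past an adjusted p of 0.01 in at least one line and 0.6247 across all probes. With each of the 23 arrays left out in turn, r stayed between 0.953 and 0.964. From this correlation (Fig. 2A), the paper concludes that both lines answered the infection in a globally similar way, with a slightly higher response in the susceptible fish.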

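Over the 22 arrays, 182 probes were past the threshold and up-regulated in both lines, and 40 were past it and down-regulated in both. With all 23 arrays these counts were 148 and 39. Of the 23 arrays, single B57_s controls moved the count of shared down-regulated probes, to 23 without B57_s control 12 and to 25 without B57_s control 13. Both counts moved most under the normexp background correction with median centring, to 4 and 4. Quantile normalization after normexp, a setting chosen after the data were seen, moved them less, so the background correction alone did not give this fall. Of 135 results for single probes over the 23 arrays, 57 were no longer past the threshold under normexp. With quantile normalization after it, 13 were no longer past it. Figure S1 lists 129 probes as induced in both lines, a list that the study chose on these samples. Of these, 122 were past the threshold in both lines over 22 arrays and 108 over 23. Their median fold change was 7.20 in B57_s and 7.99 in A3_r, and the median over probes of the ratio of A3_r to B57_s fold changes was 1.06. With control 15 the A3_r median was 7.24 and the median ratio 0.942. Of the 22 probes listed as repressed in both lines, 21 were past the threshold in both over 22 arrays and 20 over 23. Their median fold changes were 0.146 in B57_s and 0.207 in A3_r, or 0.175 in A3_r with control 15.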

A common core response was observed: 130 probes were up-regulated (adjusted *p* value (apv)<1%; FC>3) and 22 probes down-regulated (apv<1%; FC<0.33) in both clonal lines, generally with comparable fold change values (**Figure S1**). However, more probes were found significantly differential (apv<1%; FC>3 or FC<0.33) in the susceptible than in the resistant fish (**Figure 2B**), suggesting that the response may involve more genes in the context with the higher bacterial load.

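In B57_s, 596 probes were past the threshold over the 22 arrays, 333 up-regulated and 263 down-regulated. In A3_r, 423 probes were past it, 288 up-regulated and 135 down-regulated. With control 15 included, the counts were 420 in B57_s, with 240 up and 180 down, and 387 in A3_r, with 241 up and 146 down. Outside the probes that also differed between the controls, 333 were past the threshold in B57_s alone, 168 in A3_r alone and 199 in both over the 22 arrays. Infected and control fish did not overlap in signal for 588 of the 596 probes of B57_s and 332 of the 423 of A3_r. Chance gives such a separation for 1.59% and 0.117% of probes, and it was found for 11.6% and 4.49% of all probes. The difference in number between the lines depended on the arrays and on the processing. Fitting each line's fish alone gave 592 probes in B57_s against 342 in A3_r over 22 arrays, and 592 against 251 over 23. The order was the opposite with slide as a block, with 293 probes in B57_s and 320 in A3_r. It was also the opposite under normexp background correction, the alternative that moved the counts most, with 19 and 72. Leaving out single fish of the 23 gave 254 probes in B57_s without B57_s control 12 and 252 without B57_s control 13, both fewer than the lowest count of 330 in A3_r. Among the B57_s probes, up-regulation prevailed except under 75th percentile scaling, with 257 up and 326 down, and quantile normalization, with 294 up and 295 down.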

**Figure 2:**
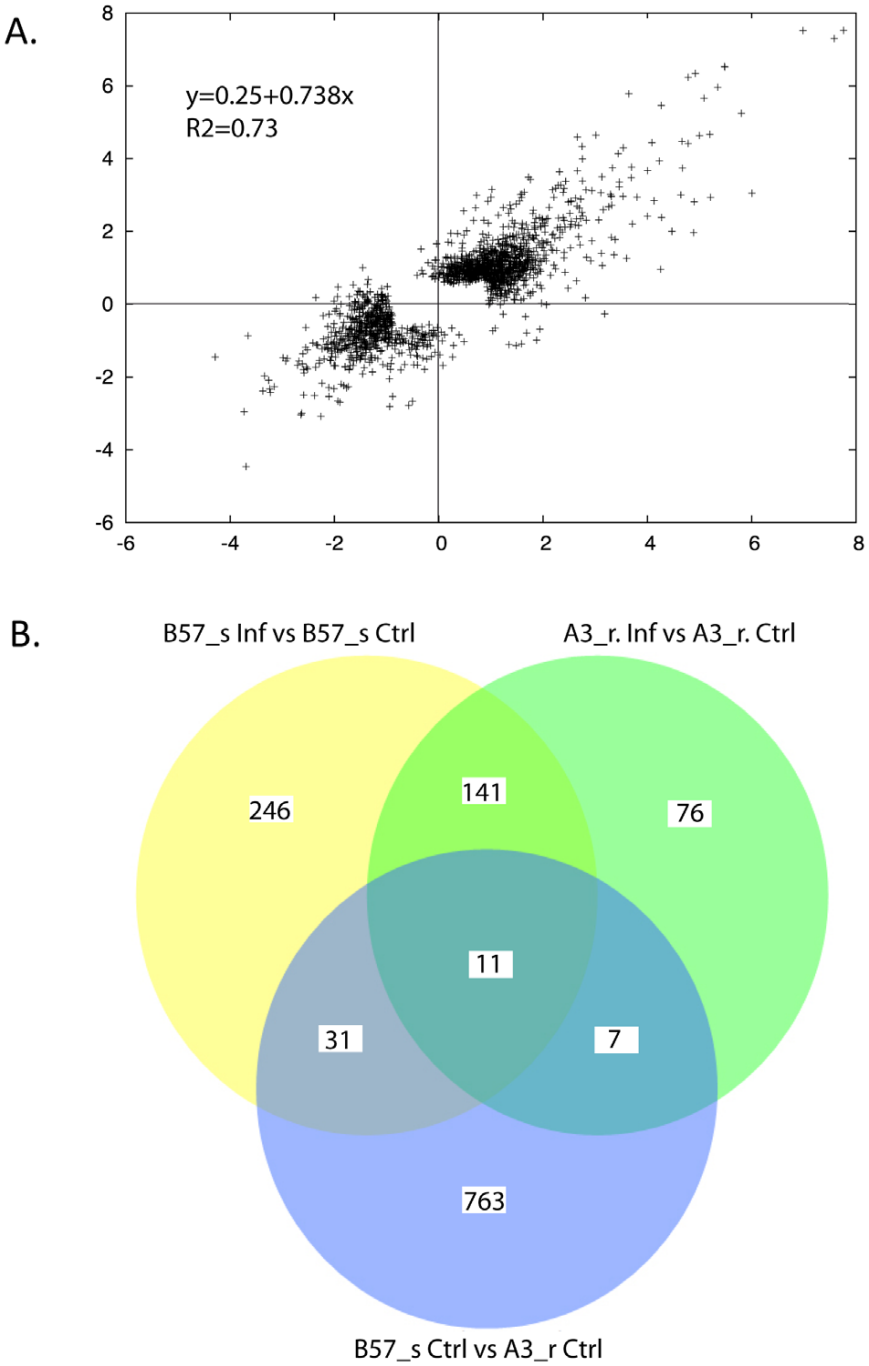
Global transcriptome response of fish pronephros to *F. psychrophilum* infection. A) LogFoldChange/LogFoldChange representation of all probes significantly modulated by *F. psychrophilum* infection in the pronephros of susceptible (x) and resistant (y) clonal lines. All adjusted *p* value (apv)<1% in both resistant and susceptible fish, no constraint on fold change. The distribution centered on a diagonal axis indicates that fold changes are globally correlated in resistant and susceptible clones. Parameters of the linear regression are indicated. B) Venn diagram of probes providing differential signals (apv<1%; FC>3 or FC<0.33) between infected or control susceptible fish (B57_s. Inf. versus B57_s. Ctrl.), between infected or control resistant fish (A3_r Inf. versus A3_r Ctrl.), and between susceptible and resistant control fish (A3_r Ctrl. versus B57_s Ctrl.).

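Table 2 lists 53 probes, which the study chose on these samples. All 53 rose in both lines over the 22 arrays, with a median fold change of 12.7 in B57_s, from 3.23 to 575, and of 9.87 in A3_r, from 3.30 to 495. Of these probes, 48 were past the threshold in B57_s, 52 in A3_r and 47 in both lines. With control 15 included, 47 were past it in B57_s, 49 in A3_r and 45 in both, and the A3_r median was 8.52, from 2.57 to 369. With the authors' values, a separate fit for each line and control 15 left out, a setting chosen after the values were seen, 53 were past it in B57_s and 51 in A3_r.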

The genes up-regulated following bacterial infection are indicative of a strong response targeting mainly matrix metalloproteases, cell activation signaling, and secreted soluble factors involved in immunity (**Table 2**). The complete list of modulated genes is provided in **Figure S1**.

**Table 2:** Immunity related genes up-regulated in rainbow trout clonal lines B57_s and A3_r following *F. psychrophilum* JIP 02/86 infection.

ID	Fold change		Tentative Annotation	Adj. p value	
	B57_s	A3_r		B57_s	A3_r
**Kinases and phosphatases**					
TC125014	**217,0**	**184,0**	Tyrosine-protein kinase Lyn	2,69E-11	1,58E-07
TC124742	**191,6**	**157,4**	Tyrosine-protein kinase Lyn	3,19E-11	1,58E-07
**AMP**					
TC108552	**55,8**	**38,0**	cathelicidin antimicrobial peptide	1,81E-06	1,02E-03
TC95594	**11,6**	**19,7**	cathelicidin antimicrobial peptide	4,14E-08	1,97E-04
TC119632	**10,9**	**17,6**	cathelicidin antimicrobial peptide	4,95E-08	2,22E-04
TC116498	**13,9**	**7,7**	Hepcidin-1	1,89E-07	4,05E-03
**MMP, ubiquinone, prostaglandin reductase, arginase, …**					
TC131371	**44.54**	**92.61**	NADH dehydrogenase [ubiquinone] 1A5	1,39E-06	9,24E-06
TC115587	**44.74**	**91.13**	NADH dehydrogenase [ubiquinone] 1A5	1,51E-06	7,25E-06
TC127722	**25.48**	**13.37**	Metalloreductase STEAP4	2,12E-08	1,40E-04
TC95675	**4.89**	**9.64**	Matrix metalloproteinase-9	4,33E-06	3,32E-05
TC100961	**4.54**	**8.83**	Matrix metalloproteinase-9	1,52E-05	5,90E-05
TC121902	**5.22**	**8.39**	Matrix metalloproteinase-9	6,07E-06	2,70E-04
TC99244	**64.16**	**8.28**	Matrix metalloproteinase-9	5,14E-09	2,02E-04
TC112624	**9.91**	**7.78**	Metalloreductase STEAP4	3,69E-07	1,14E-04
TC105973	**5.23**	**5.19**	Prostaglandin reductase 1	7,41E-07	5,79E-07
TC95147	**4.9**	**5.16**	Prostaglandin reductase 1	2,22E-06	4,69E-07
TC116823	**4.17**	**5.05**	transferrin receptor 1b-like	2,20E-04	4,75E-05
TC118982	**5.8**	**4.55**	Tripartite motif-containing protein 7	6,54E-05	9,73E-03
TC130649	**3.59**	**4.27**	NADH dehydrogenase [ubiquinone] 1A5	7,61E-03	3,58E-04
TC97442	**6.58**	**5.12**	Arginase-2	1,76E-07	3,79E-06
**Cytokines & Receptors**					
TC118120	**25.34**	**22.22**	Thymosin	1,86E-08	5,17E-05
TC122812	**27.51**	**21.31**	C-C motif chemokine 21	1,08E-08	2,96E-05
TC115195	**5.05**	**9.67**	Interleukin-8	3,85E-04	7,36E-03
TC110491	**7.08**	**8.8**	CC chemokine with stalk CK2	1,45E-06	4,45E-05
TC125695	**6.59**	**7.4**	CC chemokine with stalk CK2	1,39E-06	2,01E-04
TC118249	**29.78**	**7.03**	CC chemokine	3,14E-07	6,63E-03
TC122848	**3.02**	**4.27**	Chemokine receptor-like 1	2,29E-03	1,99E-04
TC102213	**3.29**	**3.4**	Leukocyte cell-derived chemotaxin-2	2,79E-05	3,58E-04
TC95482	**24.94**	**8,0**	Interleukin1 beta	4,76E-06	***1,84E-02***
TC132235	**22.15**	**3.99**	SOCS3	1,08E-07	***9,00E-02***
**IFN**					
TC105751	**6.23**	**5.08**	IFITM3	2,18E-06	2,24E-04
**Acute phase proteins**					
TC131580	**30.27**	**81.08**	Serum amyloid A-5	6,99E-06	1,90E-05
TC121913	**27.51**	**75.11**	Serum amyloid A-5	4,85E-06	6,15E-05
TC128889	**12.5**	**55.08**	Serum amyloid A-1	1,04E-04	3,41E-05
TC121607	**11.56**	**7.8**	lysozyme II	4,82E-06	7,78E-04
TC121304	**3.87**	**4.42**	Serum amyloid A	2,62E-03	3,46E-04
**Cell surface receptors**					
TC110053	**18.74**	**15.24**	Low affinity Ig epsilon Fc receptor	4,40E-09	3,12E-06
TC102195	**11.01**	**9.33**	CD209	1,33E-05	8,24E-04
TC113535	**5.78**	**7.14**	MUC18	1,90E-06	9,24E-06
TC103340	**5.81**	**7.06**	MUC18	2,30E-06	2,42E-05
TC114388	**9.96**	**6.57**	Low affinity Ig epsilon Fc receptor	4,10E-08	9,08E-05
**Complement**					
TC119105	**4.97**	**12.48**	Complement factor H-related protein 1	2,89E-04	3,17E-04
TC130908	**5.41**	**10.4**	Complement C3	2,30E-06	7,16E-04
TC101299	**7.66**	**8.71**	Complement C8	2,22E-06	9,26E-05
TC105891	**3.11**	**8.44**	Mannose-binding protein	1,75E-03	7,52E-04
TC108922	**3.02**	**8.11**	Mannose-binding protein	2,46E-03	1,02E-03
TC99951	**6.16**	**7.52**	Complement component C8	3,21E-06	1,24E-04
TC103014	**5.6**	**6.99**	Complement component C8	3,70E-06	1,72E-04
TC125288	**6.77**	**5.37**	Complement component C7	2,32E-06	4,96E-04
TC130006	**3.98**	**4.98**	Complement C3	5,85E-04	5,90E-05
TC124643	**5.35**	**4.32**	Complement factor H	1,24E-04	7,06E-03
TC109163	**3.58**	**4.13**	CD59	3,03E-03	8,95E-03
TC97935	**6.7**	**5.74**	Complement factor H	2,90E-05	1,88E-03

Genes of immunity induced in both resistant (A3_r) & susceptible (B57_s) fish (FC>3 & adj p val<1%).

### Matrix proteins and cell activation signaling

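The paper's tables name 3 probes Collagenase 3, the product of mmp13. TC94901 rose 7.33-fold in B57_s (log2 2.87, SE 0.42, adjusted p = 0.000158) and 10.3-fold in A3_r (log2 3.36, SE 0.35, adjusted p = 1.36e-06). TC108357 rose 5.44-fold in B57_s and 8.65-fold in A3_r, and TC118671 4.96-fold and 7.33-fold, all past the threshold over the 22 arrays. With control 15, whose log2 signals were -0.25, 9.86 and 10.03 for the 3 probes in this order, the A3_r fold changes were 13.3, 6.93 and 5.74, still past it. For TC108357, infected B57_s fish 8 stood below the others of its group, at 10.56 against 10.91 for the next. When B57_s control 12 was left out of the 23 arrays, the B57_s changes of TC94901 (6.90-fold, adjusted p = 0.012) and TC118671 (4.43-fold, adjusted p = 0.0145) were not past the threshold, and TC118671 was not past it without B57_s control 13 (4.84-fold, adjusted p = 0.0106). Under normexp background correction the fold changes were 4.21, 3.47 and 3.03 in B57_s and 8.03, 4.98 and 4.08 in A3_r, none past the threshold. TC94901 was also not past it in B57_s under 75th percentile scaling (6.67-fold), quantile normalization (6.05-fold) and slide as a block (5.31-fold).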

Matrix metalloproteases mmp9 (that is typically induced downstream TLR signaling) and mmp13 were significantly up-regulated in both clonal lines. *mmp9* was in fact represented on the micro-array by four probes corresponding to different TIGR contigs. Multiple alignments of all these mmp9-related contigs indicate that they constitute divergent 3′ UTR of transcripts encoding mmp9-like proteins with similar but non-identical C- terminus. It was therefore not possible to determine whether the different probes correspond to different *mmp9* genes or to different splicing variants of a unique gene. 

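Among the 4 mmp9 probes, TC95675 rose 5.30-fold in B57_s and 9.49-fold in A3_r, TC100961 5.02-fold and 10.1-fold, and TC121902 5.78-fold and 8.40-fold over the 22 arrays, each past the threshold in both lines. TC99244 rose 79.2-fold in B57_s (log2 6.31, SE 0.48, adjusted p = 3.84e-08) and 9.87-fold in A3_r (log2 3.30, SE 0.40, adjusted p = 1.08e-05). The ratio of its A3_r to its B57_s fold change was 0.125 (adjusted p = 0.0858), not past 0.01. With control 15, whose log2 signals for these probes were 6.18, 7.52, 3.61 and 2.07, the A3_r fold changes were 8.22, 8.52, 9.34 and 8.09, all past the threshold, and the ratio for TC99244 was 0.102 (adjusted p = 0.18). This ratio was past 0.01 only with array weights (0.0951) and under normexp followed by quantile normalization (0.115), both chosen after the data were seen. Over 23 arrays, without B57_s control 12, the B57_s changes of TC100961 (4.56-fold, adjusted p = 0.0136) and TC121902 (5.39-fold, adjusted p = 0.01) were not past the threshold. Under normexp background correction none of the first 3 probes was past it in either line, with 3.19- to 3.50-fold in B57_s, nor was TC99244 in A3_r (4.20-fold). The B57_s change of TC121902 was not past it under 75th percentile scaling (5.26-fold), quantile normalization (4.32-fold), slide as a block (4.83-fold) and normexp followed by quantile normalization (4.18-fold).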

All the probes indicate that *mmp9* is up-regulated after infection. 

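Of the 3 STEAP4 probes of the paper's tables, TC127722 had a log2 signal of 5.67 ± 0.66 (SD, n = 5) in infected B57_s against 0.73 ± 0.47 (SD, n = 4) in controls, a 30.6-fold rise (log2 4.93, SE 0.51, adjusted p = 2.55e-06). In A3_r it was 5.23 ± 1.15 (SD, n = 7) against 1.40 ± 0.55 (SD, n = 6), a 14.2-fold rise (log2 3.83, SE 0.42, adjusted p = 3.58e-06). TC112624 rose 12.4-fold in B57_s and 10.4-fold in A3_r. Control 15 was at 3.36 for TC127722 and -1.52 for TC112624, and with it the A3_r rises were 11.7-fold and log2 3.42. Each infected fish exceeded each control of its line for these 2 probes. Under normexp background correction their rises were 14.0- and 5.86-fold in B57_s and 6.93- and 4.31-fold in A3_r, not past the threshold. The STEAP4 probe TC127444 of Table 3 rose less, 6.45-fold in B57_s (adjusted p = 0.00633) and 4.24-fold in A3_r (adjusted p = 0.00873), with overlapping groups in both lines, or 6.45-fold (adjusted p = 0.00753) and 4.25-fold (adjusted p = 0.00726) with control 15. Over 23 arrays, its B57_s rise was not past the threshold without B57_s control 10, 13 or 16, infected B57_s fish 1, 2, 3 or 8, A3_r control 11 or infected A3_r fish 5 or 8 (4.68- to 6.93-fold, adjusted p from 0.0102 to 0.0502), and its A3_r rise without A3_r control 10, 11, 14 or 16 or infected fish 2, 3, 4, 5, 6 or 8 (3.88- to 4.32-fold, adjusted p from 0.012 to 0.0196). Neither was past it with the 75th percentile (5.87- and 4.27-fold), under normexp (2.23- and 1.65-fold) or under normexp followed by quantile normalization (2.00- and 1.45-fold). The B57_s rise was also not past it in a fit of B57_s fish alone, nor the A3_r rise with slide as a block (4.13-fold) or with the authors' values (1.88-fold, or 1.98-fold without control 15).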

STEAP4, a gene encoding a plasma membrane metallo-reductase involved in the transport of iron and in the control of inflammatory cytokines [45] was also highly induced by the infection. 

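For lyn, probe TC125014 rose 575-fold in B57_s over the 22 arrays, from a log2 signal of -2.43 ± 0.49 (SD, n = 4) in controls to 6.74 ± 0.72 (SD, n = 5), a log2 change of 9.17 (SE 0.60, adjusted p = 7.6e-09). In A3_r it rose 495-fold, from -2.88 ± 1.17 (SD, n = 6) to 6.07 ± 1.07 (SD, n = 7), a log2 change of 8.95 (SE 0.50, adjusted p = 1.89e-10). The second probe, TC124742, rose 524-fold in B57_s and 467-fold in A3_r. By fitted value these came first among the rises past the threshold whose groups do not overlap, in each line and over 22 and 23 arrays. The next was known only as a lower limit, hepcidin (TC116498) in B57_s and TC129979 in A3_r, so that its order against lyn was not measured. Control 15 was at 0.08 and 0.04, and with it the A3_r fold changes were 369 and 358. The signal of the A3_r controls was well above background in 4 of 6 fish for TC125014 and 5 of 6 for TC124742, so the sizes of these ratios rest on signals near the background.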

The immuno-regulatory kinase gene *lyn*, represented by two probes, showed the strongest induction in both clones (fold>150), indicating that the 5 days at which these fish were sampled represents a well-developed response to the pathogen. Indeed, LYN is a Src tyrosine kinase expressed in B lymphocytes and myeloid cells where it operates signal transduction from cell surface receptors that lack intrinsic tyrosine kinase activity, and has a general regulatory role on cell activation.

### Antimicrobial peptides, cytokines and other soluble factors

Two types of AMP (cathelicidins and hepcidins) were among the most strongly induced genes, confirming the importance of these effectors in the response to *F. psychrophilum*. 

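The paper's tables name 3 cathelicidin probes and 1 hepcidin probe. TC108552 rose 196.7-fold in B57_s (log2 7.62, SE 0.98, adjusted p = 4.15e-05) and 82.3-fold in A3_r (log2 6.36, SE 0.82, adjusted p = 2.27e-05) over the 22 arrays. Over the 23 arrays its B57_s value was between 153-fold (without infected B57_s fish 2) and 306-fold (without infected B57_s fish 8) with an array left out. The cathelicidin probes TC95594 and TC119632 rose 26.2- and 27.8-fold in B57_s and 61.2- and 62.6-fold in A3_r. A3_r control 15 was at log2 signals of 0.05, -0.52 and -0.57, and for the last 2 probes its nearest fellow control was at -2.75 and -3.05. With it included, the A3_r fold changes were 66.4, 45.9 and 46.8, still past the threshold. The signal was well above background in 3 of 4 B57_s controls for TC108552 and in 4 of 6 A3_r controls for the other 2 probes. The hepcidin probe TC116498 was well above background in none of the controls and in every infected fish. It rose at least 59.8-fold in B57_s and at least 20.2-fold in A3_r, or at least 18.9-fold with control 15. Under normexp background correction, TC108552 (24.4- and 14.5-fold) and hepcidin (6.07- and 3.64-fold) were past the threshold in neither line, and TC95594 (6.02-fold) and TC119632 (5.74-fold) were not past it in B57_s.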

Several chemokines including IL8-like molecules were also over-expressed after infection, suggesting that a re-allocation of immune cells occurred upon inflammation and *F. psychrophilum* infection. 

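Table 2 holds 5 chemokine probes, a chemokine receptor-like probe (TC122848) and a chemotaxin-2 probe (TC102213), and these 7 rose in both lines. Over the 7, the median fold change was 7.69 in B57_s and 9.19 in A3_r over the 22 arrays, or 8.13 in A3_r with control 15. Of the 7, 5 were past the threshold in both lines over the 22 arrays, and 4 with control 15. The probe named C-C motif chemokine 21 (TC122812) rose 30.6-fold in B57_s and 23.5-fold in A3_r, or 22.6-fold with control 15. A CC chemokine (TC118249) rose 37.5-fold in B57_s (adjusted p = 5.3e-05) and 8.90-fold in A3_r (adjusted p = 0.00119), and 7.18-fold in A3_r with control 15 (adjusted p = 0.00434). In the fit of 23 arrays its A3_r change was not past the threshold without A3_r control 10 or 14 or infected A3_r fish 2 or 6 (5.81- to 6.77-fold, adjusted p from 0.0109 to 0.0122). It was not past it with slide as a block (5.73-fold), in a fit of A3_r fish alone (7.18-fold) or under normexp (3.58-fold), which also took the B57_s change below it (15.9-fold). Of the 3 IL8 probes, TC115195 rose 5.84-fold in B57_s (adjusted p = 0.052) and 14.7-fold in A3_r (adjusted p = 0.00051). With control 15, at 1.78 against -0.77 for the nearest control, these were 5.84-fold (adjusted p = 0.125) and 10.72-fold (adjusted p = 0.00359). Over the 23 arrays its A3_r change was not past the threshold without A3_r control 12 (9.05-fold, adjusted p = 0.0104), with slide as a block (12.6-fold), in a fit of A3_r fish alone or under normexp (4.46-fold), and its B57_s change was past it in a fit of B57_s fish alone. TC126733 rose 14.3-fold in B57_s (adjusted p = 0.0267, 4 infected fish with a value) and 4.77-fold in A3_r (adjusted p = 0.0881). TC95084 rose 7.25-fold (adjusted p = 0.058) and 6.30-fold (adjusted p = 0.0269). Control 15 was at 3.70 and 2.17, and with it the A3_r rises of these 2 probes were 4.30-fold (adjusted p = 0.117) and 5.50-fold (adjusted p = 0.0419). With arrays left out of the 23 in turn, the B57_s rise of TC126733 was between 9.57-fold (without infected B57_s fish 7) and 22.4-fold (without infected B57_s fish 8). Without infected A3_r fish 6, the A3_r rises of TC115195, TC126733 and TC95084 were 7.27-, 2.91- and 3.69-fold. With the authors' values, a separate fit for each line and control 15 left out, all 3 were past the threshold in B57_s (5.05-, 13.1- and 6.48-fold).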

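The IL1β probe TC95482 rose from a log2 signal of -1.43 ± 0.60 (SD, n = 4) in B57_s controls to 4.08 ± 1.42 (SD, n = 5) in infected fish, a 45.7-fold rise (log2 5.51, SE 0.88, adjusted p = 0.000425). In A3_r it rose from -1.43 ± 0.47 (SD, n = 6) to 2.36 ± 2.10 (SD, n = 7), a 13.8-fold rise (log2 3.79, SE 0.73, adjusted p = 0.00206). Including control 15, at 0.23, the A3_r rise was 11.7-fold (adjusted p = 0.00328). Without infected A3_r fish 6, at 6.04, it was 7.66-fold in the fit of 23 arrays. Each infected fish exceeded each control of its line. The A3_r rise was not past the threshold in a fit of A3_r fish alone (11.7-fold), with the authors' values fitted in the same way without control 15 (8.01-fold), under normexp (4.23-fold) and under normexp followed by quantile normalization (4.15-fold). The B57_s rise was not past it under normexp (13.4-fold).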

While the TNFα transcript was not clearly up-regulated, either in resistant or in susceptible fish, the key pro-inflammatory cytokine IL1β was strongly induced by the infection. 

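Whether the response of IL1β differed between the lines (TC95482) was tested with the interaction of line and infection. The ratio of the A3_r to the B57_s fold change was 0.303 over the 22 arrays (log2 -1.72, SE 1.15, adjusted p = 0.96) and 0.257 over 23 (adjusted p = 0.993). The difference was not past an adjusted p of 0.01 under any alternative run or with any array left out of the 23, where the ratio was between 0.168 (without infected A3_r fish 6) and 0.324 (without infected B57_s fish 2). The 7 infected A3_r fish ranged from 0.70 to 6.04.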

IL1β appeared significantly more induced in the susceptible clone, thus following the bacterial load. 

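The SOCS3-like probe TC132235 rose 26.8-fold in B57_s (log2 4.75, SE 0.73, adjusted p = 0.000276), to 5.55 ± 0.81 (SD, n = 5). In A3_r it rose 3.87-fold (log2 1.95, SE 0.61, adjusted p = 0.046), to 4.91 ± 1.84 (SD, n = 7), which was not past the threshold, and infected fish overlapped with controls. With control 15 the A3_r rise was 3.29-fold (adjusted p = 0.0958). Its A3_r fold change was at a ratio to that of B57_s of 0.144 (adjusted p = 0.493), or 0.123 with control 15 (adjusted p = 0.636), so that the lines were not shown to differ in this response. Arginase-2 (TC97442) rose 7.91-fold in B57_s (log2 2.98, SE 0.25, adjusted p = 1.19e-07) and 5.48-fold in A3_r (log2 2.46, SE 0.21, adjusted p = 9.27e-08), or 5.34-fold with control 15. Under normexp, SOCS3 in B57_s (12.5-fold) and Arginase-2 in B57_s (3.97-fold) and A3_r (3.21-fold) were not past the threshold.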

Concerning the immuno-modulatory cytokines, the IL10 signaling was among the pathways apparently triggered by the infection: a SOCS3-like transcript and Arginase-2 were up-regulated, suggesting that the expression of IL10 itself could be affected. Finally, the complement system was also strongly modulated.

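The 12 complement probes of Table 2 rose in both lines, with a median fold change of 7.95 in B57_s and 8.38 in A3_r over the 22 arrays, or 7.52 in A3_r with control 15. In both sets of arrays 9 of them were past the threshold in both lines. The A3_r threshold was passed by 12 probes over 22 arrays and by 11 over 23. Across the paper's tables, 8 probes are named C3, and all 8 were past the threshold in both lines, with median fold changes of 9.46 in B57_s and 14.3 in A3_r, or 13.8 with control 15. With the authors' values, a separate fit for each line and control 15 left out, a setting chosen after the values were seen, the medians of the 8 were 2.70 and 6.23, with 2 past the threshold in B57_s and 8 in A3_r, and all 12 complement probes of Table 2 were past it in both lines. Among the 8 C3 probes the largest rise was that of TC130908, 16.2-fold in B57_s (adjusted p = 0.00123) and 29.1-fold in A3_r (adjusted p = 1.47e-05), or 22.2-fold with control 15, at 0.05. Its signal was well above background in 2 of the 4 B57_s controls. In the fit of 23 arrays, its B57_s rise was not past the threshold without any one of B57_s controls 10, 12, 13 and 16 or infected B57_s fish 7 (15.1- to 16.6-fold, adjusted p from 0.0117 to 0.0146), and its A3_r rise was 15.2-fold without A3_r control 12. The B57_s rise of TC130908 was also not past the threshold under normexp, alone (3.06-fold) or followed by quantile normalization (2.95-fold).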

In parallel, a smaller gene subset was down-regulated following infection, and did not appear to be directly connected to the antibacterial or inflammatory response. 

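Falls are ranked here among probes past the threshold whose groups do not overlap. After a C-C motif chemokine probe (TC100858), the largest in B57_s over the 22 arrays were those of TC128574, which the paper's tables do not name, to 0.0183 of the control level (adjusted p = 1.49e-08), and of TC128308, named low choriolytic enzyme, to 0.0509 (adjusted p = 1.42e-08). TC128308 also had the largest in A3_r, to 0.0334 (adjusted p = 7.73e-11), or to 0.0292 with control 15. It was followed in A3_r by TC114896, named UPF0392 protein, at 0.0394 (adjusted p = 1.05e-08), or 0.0397 with control 15. The next of these was TC117042 at 0.0981 over 22 arrays, and by its fitted value TC124209, at least 4.43-fold lower, over 23.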

Rather, a functional analysis performed with Ingenuity identified a connection with renal and urological diseases based on aquaporin, carbonic anhydrase (significantly modulated in both susceptible and resistant fish) as well as parvalbumin and tubulinb (significantly modulated in susceptible fish only). This connection likely represents the consequence of the pronephros tissue lesions induced by the bacteria.

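Of the 2 aquaporin probes, TC111566 fell to 0.148 of the control level in B57_s (adjusted p = 0.000263) and to 0.267 in A3_r (adjusted p = 0.00128), or to 0.237 with control 15, and infected A3_r fish 8 lay below its group, at 1.38 against 2.75 for the next. TC100677 fell to 0.260 (adjusted p = 0.00238) and 0.353 (adjusted p = 0.00366), the latter short of the fold threshold. With control 15 it fell to 0.260 (adjusted p = 0.0199) and 0.283 (adjusted p = 0.00474), so that control 15, at 9.63, decided both calls. Its A3_r fall over 23 arrays was also not past the threshold without A3_r control 10, 11 or 14 or infected A3_r fish 2, 7 or 8 (adjusted p from 0.0104 to 0.014). The carbonic anhydrase probe TC94816 fell to 0.168 in B57_s (adjusted p = 0.00174) and 0.317 in A3_r (adjusted p = 0.0105), or 0.266 with control 15 (adjusted p = 0.00705), and infected A3_r fish 7 lay low, at 4.92 against 6.11. Over 23 arrays, its B57_s fall was not past the threshold without B57_s control 10, 12 or 13 or infected fish 1, 3 or 8 (adjusted p from 0.0154 to 0.0285), and its A3_r fall without A3_r control 10, 11, 12, 14 or 15 or infected fish 2, 3, 5, 6, 7 or 8 (adjusted p from 0.0103 to 0.02). The carbonic anhydrase probes TC94822 (0.133 in B57_s and 0.222 in A3_r) and TC100806 (0.159 and 0.374) were not past the threshold over 22 arrays, with adjusted p of 0.014 and 0.0225 for the first and 0.0208 and 0.128 for the second. With control 15 their A3_r values were 0.204 and 0.292 (adjusted p = 0.0152 and 0.0857). Both probes were past the threshold in both lines when A3_r control 16 was left out of the 23 arrays. TC94822 then fell to 0.133 in B57_s (adjusted p = 0.00128) and 0.139 in A3_r (adjusted p = 0.000142), and TC100806 to 0.159 (adjusted p = 0.00619) and 0.196 (adjusted p = 0.00279). With control 16 kept in, some settings chosen before the data were examined also gave single calls. For TC94822 these were B57_s under 75th percentile scaling (0.121) and in a fit of B57_s fish alone (0.133). Its A3_r fall was past the threshold with the authors' deposited values (0.208). For TC100806 they were B57_s under quantile normalization (0.132) and in a fit of B57_s fish alone (0.159). Under normexp, the falls of TC111566 in B57_s (0.204) and TC100677 in A3_r (0.193) were not past the threshold. Nor were those of TC94816 in B57_s (0.108) and A3_r (0.187). With slide as a block, the falls of TC111566 in both lines (0.160 and 0.232) and TC94816 in B57_s (0.229) were not past it. In a fit of A3_r fish alone, the A3_r falls of TC100677 (0.283) and TC94816 (0.266) were not past it. All 5 probes were past it in B57_s with the authors' values, a separate fit for each line and control 15 left out, and 1 was in A3_r. The levels of 12 probes of red cell genes, which the study had listed as repressed on these same arrays, fell from a mean log2 signal of 7.28 to 4.83 in B57_s and from 7.64 to 6.16 in A3_r, or from 7.86 with control 15. The 2 parvalbumin probes, TC110651 and TC110354, fell to 0.0926 and 0.1005 in B57_s (adjusted p = 0.343 and 0.372) and to 0.0742 and 0.0653 in A3_r (adjusted p = 0.14 and 0.122), or 0.0870 and 0.0777 with control 15, with a large spread between fish and a signal well above background in 5 of 7 infected A3_r fish. Over the 23 arrays, their A3_r values were 0.165 and 0.146 without A3_r control 16 and 0.0517 and 0.0459 without A3_r control 14, and their B57_s values 0.137 and 0.152 without B57_s control 12. They were past the threshold in B57_s only with the authors' values in separate fits, at 0.162 and 0.160. Over the 23 arrays, with group means removed, they rose and fell with 6 probes of muscle genes (Pearson r = 0.938 and 0.94).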

### Resistant and susceptible clonal lines display subtle variations of inflammatory response after *F. psychrophilum* infection

To obtain greater insights in the differences of response between resistant and susceptible lines, we specifically searched for probes with contrasted hybridization patterns.

Only a few probes (n = 28) were significantly up- or down- regulated in one line (apv<1%; FC>3 or <0.33) while being not affected in the other one (*i.e.* 0.5<FC<2 with apv<5%) (**Table 3**). 

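By this rule, 29 probes changed in one line only over the 22 arrays, 24 in B57_s and 5 in A3_r. When control 15 was included there were 11, 10 in B57_s and 1 in A3_r. Without the condition on the adjusted p in the other line, the counts were 282 and 195. The count is among those that single arrays moved most. Over 23 arrays it was 4 without infected A3_r fish 7, 5 without A3_r control 11 or 14 or infected A3_r fish 8, 6 without A3_r control 10 or 13, 7 without infected A3_r fish 6, and 29 without control 15. It was 0 with slide as a block and 55 under quantile normalization. Table 3 lists 16 probes, which the study chose on these samples. The 8 listed as induced in B57_s had a median fold change of 4.20 in B57_s and 1.97 in A3_r, and the 8 repressed ones of 0.272 and 0.541, or 0.484 in A3_r with control 15. All 16 were past the threshold in B57_s over 22 arrays and 14 over 23, and 1 of them was also past it in A3_r. The interaction of line and infection was past an adjusted p of 0.05 for 1 of the 16 over all probes, and for 12 adjusted over the list alone, or 1 and 3 with control 15. The 1 probe was a C-C motif chemokine (TC117957), which fell to 0.0684 in B57_s (adjusted p = 8.09e-08) and to 0.665 in A3_r (adjusted p = 0.167), a ratio of 9.73 (adjusted p = 0.00112). Including control 15, at 7.27, the A3_r value was 0.562 and the ratio 8.21 (adjusted p = 0.024). Over the 23 arrays the ratio was past 0.01 without A3_r control 12 as well (6.78, adjusted p = 0.00675), with 75th percentile scaling (9.07), with quantile normalization (9.24), with the authors' deposited values (6.15), with array weights (9.13) and under normexp followed by quantile normalization (5.22).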

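The lysozyme CII probe TC127723 rose 2.08-fold in B57_s (log2 1.06, SE 0.29, adjusted p = 0.0311) and 6.77-fold in A3_r (log2 2.76, SE 0.24, adjusted p = 1.66e-07) over the 22 arrays. Its A3_r fold change was at a ratio to that of B57_s of 3.25 (adjusted p = 0.116). A3_r control 15 stood apart, and with it the rises were 2.08-fold (adjusted p = 0.259) and 5.29-fold (adjusted p = 0.000102), with a ratio of 2.54 (adjusted p = 0.975). The A3_r rise was not past the threshold under normexp (3.76-fold). The probe named as the metalloprotease inhibitor spit1, TC121666, fell to 0.201 in B57_s (log2 -2.31, SE 0.41, adjusted p = 0.00124) and to 0.440 in A3_r (log2 -1.18, SE 0.34, adjusted p = 0.0331), or 0.384 with control 15 (adjusted p = 0.0228). Its ratio was 2.19 (adjusted p = 0.832), or 1.91 with control 15 (adjusted p = 0.993), so that no difference was shown when adjusted over all probes. Adjusted over the 8 repressed probes of Table 3 alone, the interaction was past 0.05 for all 8 over the 22 arrays, this probe included. The study chose these 8 on the same samples for a change in B57_s only, which favours such a result, so it is no independent support. With control 15 it was past 0.05 for 3 of the 8. In the fit of 23 arrays, the B57_s fall of TC121666 was not past the threshold without B57_s control 10, 12 or 13 or infected B57_s fish 3 (0.200 to 0.229, adjusted p from 0.0116 to 0.0187). In the same fit its A3_r fall was past it without A3_r control 12 (0.325, adjusted p = 0.00597) or infected A3_r fish 4 (0.329, adjusted p = 0.00618). The B57_s fall was not past it with slide as a block (0.233), under normexp (0.456) or under normexp followed by quantile normalization (0.4398).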

Only two genes following this pattern and potentially important for the antibacterial response were identified: a probe similar to the lysozyme CII, that was up-regulated only in the resistant clone A3_r and two probes targeting metalloprotease inhibitors that were down-regulated only in the resistant clone B57_s.

**Table 3:** Genes up- (fold change>3) or down-modulated (fold change<3) in rainbow trout clonal lines B57_s or A3_r following *F. psychrophilum* JIP 02/86 infection.

Modulated in B57_s but not in A3_r*						
ID	Fold change		Tentative Annotation		Adj. p value	
	B57_s	A3_r			B57_s	A3_r
**Induced**						
TC124901	3.9	1.9	Purine nucleoside phosphorylase	5.32E-05	2.31E-02	
TC100797	3.6	1.8			1.97E-05	2.57E-02
TC120803	3.4	1.9	Cysteine protease ATG4D	2.18E-03	2.28E-02	
TC104704	3.4	1.9			3.50E-04	4.68E-02
TC114814	3.2	1.8	macrophage myristoylated C kinase	2.96E-03	4.55E-02	
TC124219	3.1	1.9	Synaptic vesicle membrane protein VAT-1	3.06E-04	4.17E-02	
TC127444	3.1	2.0	Metalloreductase STEAP4	9.39E-03	7.93E-03	
TC127011	3.1	1.9			2.29E-03	2.04E-02
**Repressed**						
TC121666	0.3	0.5	Kunitz-type protease inhibitor 1 (spit1)	1.24E-04	3.21E-02	
TC102625	0.3	0.6			1.22E-04	2.46E-02
TC108326	0.3	0.6	Aminopeptidase		2.91E-04	4.23E-02
TC127298	0.3	0.5	Retinol dehydrogenase 3	7.58E-05	1.40E-03	
TC107654	0.3	0.6	Glycogen phosphorylase	3.54E-04	3.52E-02	
TC98081	0.2	0.5	Asialoglycoprotein receptor	1.20E-04	3.71E-02	
TC119260	0.2	0.5	Asialoglycoprotein receptor	9.85E-05	1.30E-02	
TC117957	0.1	0.5	CC motif chemokine	1.08E-08	4.60E-02	

* Contraints for modulated genes ((FC>3 or <0.3; adj.p<1%) and for non mudulated genes (0.5<FC<2; adj. p<5%).

were selected to ensure that the fold change of non modulated genes was close 1. Higher adjusted p value threshold (5%) was set up to keep as much relevant genes as possible.

A second set of probes with contrasted patterns consisted in probes for which up- or down- regulation was significant in only one of the two lines, while micro-arrays results showed either no modulation or a large variation of the expression level, in the other one (i.e. a high adj. *p* value, above the 0.05 threshold). Such a pattern revealed a differential behavior of the corresponding gene in resistant and susceptible fish following infection. This set comprised a significant number of probes (n = 193) (**Figure S2**). 

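Over the 22 arrays, 328 probes were past the threshold in one line with an adjusted p above 0.05 in the other, 191 in B57_s and 137 in A3_r. With control 15 there were 288, 134 in B57_s and 154 in A3_r, so that the line with more such probes changed. The normexp setting moved the count most, to 47. Figure S2 lists 183 different probes, which the study chose on these samples. Without control 15, 43 of 70 probes listed as induced in B57_s were past the threshold in B57_s, and 49 of 89 listed as repressed there. In A3_r, 14 of 15 induced and 9 of 9 repressed probes were past it. With control 15 these numbers were 21, 28, 9 and 7. The change was larger in the listed line for 174 of the 183 probes, or 179 with control 15. An interaction of line and infection was past an adjusted p of 0.05 for 5 of them over all probes and for 88 adjusted over the list alone, or 1 and 57 with control 15.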

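The IL1R2 probe TC97188 rose 17.3-fold in B57_s over the 22 arrays, to a log2 signal of 3.00 ± 1.20 (SD, n = 5), a log2 change of 4.12 (SE 0.78, adjusted p = 0.002). In A3_r it rose 3.56-fold, to 3.32 ± 1.86 (SD, n = 7), a log2 change of 1.83 (SE 0.65, adjusted p = 0.0809). A3_r control 15 lay above its group, at 4.85 against 2.05 for the nearest control. With it, the B57_s rise had an adjusted p of 0.00721 and the A3_r rise was 2.55-fold (adjusted p = 0.296). Between the lines, the ratio of the A3_r to the B57_s fold change was 0.206 (adjusted p = 0.772), or 0.147 with control 15 (adjusted p = 0.943). In the fit of 23 arrays, the B57_s rise was not past the threshold without any one of B57_s controls 10, 12, 13 and 16 or infected B57_s fish 1, 2, 3 and 7 (13.1- to 19.0-fold, adjusted p from 0.0142 to 0.0329). Without infected A3_r fish 6, the A3_r rise in this fit was 1.75-fold and the ratio 0.101. The B57_s rise was also not past the threshold with the authors' deposited values (10.4-fold), under normexp (6.65-fold) or under normexp followed by quantile normalization (6.35-fold).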

Interestingly, the IL1 receptor (IL1R2 but not IL1R1) belongs to this category and seemed to be induced with significant fold change and consistency in the susceptible background only. 

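The IL11 probe TC110250 rose 113-fold in B57_s (log2 6.82, SE 1.23, adjusted p = 0.00135) and 7.11-fold in A3_r (log2 2.83, SE 1.02, adjusted p = 0.0894). Including control 15, at -2.73, the A3_r rise was 6.71-fold (adjusted p = 0.0999). With arrays left out of the 23 in turn, the B57_s rise was between 82.9-fold (without infected B57_s fish 7) and 170.5-fold (without infected B57_s fish 8), and the A3_r rise between 3.71-fold (without infected A3_r fish 6) and 9.29-fold (without infected A3_r fish 5). Infected A3_r fish spread widely, at -0.49 ± 3.02 (SD, n = 7), against 3.18 ± 1.78 (SD, n = 5) in infected B57_s. The signal was well above background in 3 of 4 B57_s controls and 5 of 6 A3_r controls. With the authors' values and without control 15, no probe that Figure S2 lists as induced in B57_s, IL11 included, rose more than 29.6-fold there. The size of the B57_s rise therefore depended on the signal used. By QPCR the paper also found a lower ratio than on the arrays. Between the lines, the ratio of the A3_r to the B57_s fold change was 0.0630 (adjusted p = 0.688), or 0.0595 with control 15 (adjusted p = 0.899), and from there 0.0329 without infected A3_r fish 6 and 0.0823 without infected A3_r fish 5. The B57_s rise was not past the threshold under normexp (14.8-fold).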

Among the cytokines represented on the micro-array, IL11 showed a similar pattern, being apparently induced in susceptible fish but not with a significant *p* value in the resistant ones. However, this pattern could be validated by QPCR (see below). 

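The LITAF probe TC130353 rose 5.83-fold in B57_s (log2 2.54, SE 0.82, adjusted p = 0.0669) and 6.89-fold in A3_r (log2 2.79, SE 0.68, adjusted p = 0.0119), so that neither rise was past the threshold over the 22 arrays. With control 15, at 0.30, the B57_s rise had an adjusted p of 0.124 and the A3_r rise was 5.38-fold (adjusted p = 0.0383). The probe was well above background in 4 of 6 A3_r controls. The ratio of the A3_r to the B57_s fold change was 1.18 (adjusted p = 0.997) over 22 arrays and 0.923 (adjusted p = 0.996) over 23. From the value over 23, its side of 1 changed without B57_s control 13 or 16, infected B57_s fish 2 or 7, A3_r control 15 or 16, or infected A3_r fish 3, 5, 7 or 8 (1.01 to 1.18), and under 75th percentile scaling (1.02). The B57_s rise was past the threshold with the authors' values, a separate fit for each line and control 15 left out (4.03-fold), and the A3_r rise with array weights (4.79-fold).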

A homolog of the lipopolysaccharide-induced tumor necrosis factor-alpha factor (LITAF) was also modulated with a comparable pattern. However, it is not known if this transcription factor regulates rainbow trout TNFα as human LITAF does. The trout TNFα was not found upregulated by the *F. psychrophilum* infection.

Finally, a last set of genes showing a different response in resistant and susceptible fish comprised genes that responded in both lines, but to a greater magnitude in a given genetic background compared to the other one. A clustering analysis classified these genes into four subsets.

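The 13 probes of Set A, which the study chose on these samples, fell in both lines over the 22 arrays, with a median fold change of 0.138 in B57_s and 0.386 in A3_r. All 13 were past the threshold in B57_s and 2 of them in A3_r as well. For 23 arrays, 12 and 4 were past it, with a median of 0.310 in A3_r. The change was larger in B57_s for all 13. The ratio of the A3_r to the B57_s fold change had a median of 2.74 over 22 arrays and 2.15 over 23. The interaction of line and infection was past an adjusted p of 0.05 for 2 of the 13 over all probes and for 12 adjusted over the list alone, or 2 and 5 with control 15. It was 2 and 13 with the authors' values and without control 15. Among infected fish, 7 of the 13 were past the threshold between the lines, with a median 3.44-fold higher signal in A3_r. The C-C motif chemokine TC100858 fell to 0.0167 in B57_s (adjusted p = 3.79e-07), where 4 of 5 infected fish had a signal well above background, and to 0.307 in A3_r (adjusted p = 0.0167). The ratio was 18.4 (adjusted p = 0.0179). For 23 arrays, with control 15 at 2.36, the A3_r value was 0.292 (adjusted p = 0.0121) and the ratio 17.4 (adjusted p = 0.024). Over 23 arrays, without infected B57_s fish 8, the A3_r fall (0.292, adjusted p = 0.0036) was past the threshold and the ratio past 0.01 (24.4, adjusted p = 0.00117), as was the ratio without infected A3_r fish 2 (20.4, adjusted p = 0.00926). The ratio was also past 0.01 with quantile normalization (18.4), the authors' deposited values (6.96), slide as a block (29.3), array weights (19.3) and normexp followed by quantile normalization (5.03). The A3_r fall was past the threshold with quantile normalization (0.304), the filter on dim probes, the trend in variance and a fit of A3_r fish alone (each 0.292).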

For thirteen genes, the decrease was at least twofold more in susceptible B57_s fish, compared to resistant ones (A3_r) (**Figure 3** **, Set A** and **Table 4**). Among these genes, a CC chemokine may be directly involved in the response to the bacteria.

**Figure 3:**
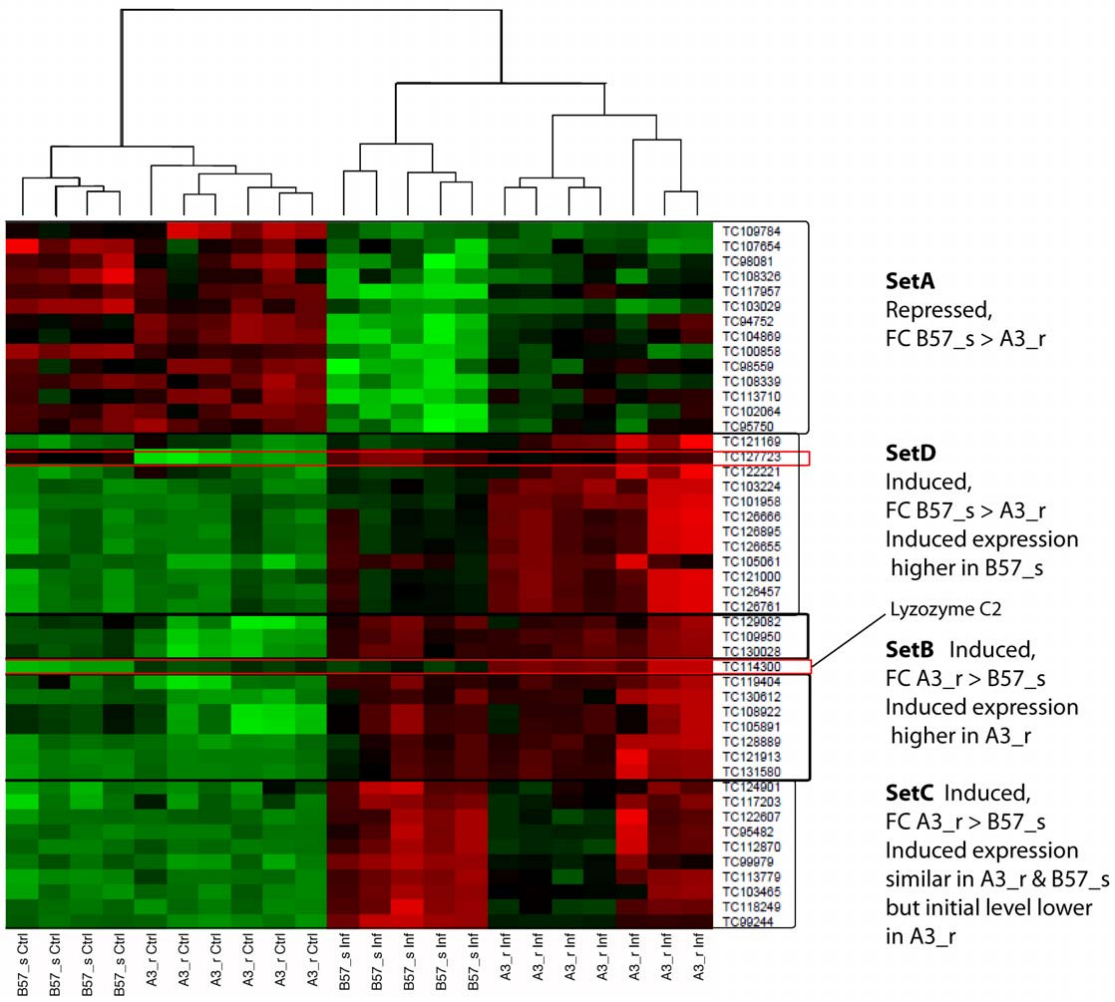
Clustering analysis of probes differentially modulated in resistant and susceptible clones. The clustering of probe signal identified gene subsets with specific expression patterns. Set A: genes repressed more in susceptible fish, compared to resistant. Set B: genes induced more in resistant than in susceptible fish, reaching higher expression level in resistant animals. Set C: genes induced more in resistant than in susceptible ones, reaching similar expression levels from lower basal expression before infection. Set D: genes more induced in susceptible than in resistant fish.

**Table 4:** Different patterns of contrasted responses in rainbow trout clonal lines B57_s and A3_r following *F. psychrophilum* JIP 02/86 infection.

	ID	Fold change		Tentative Annotation	Adj. P value		*Relative repression
							or induction factor
		B57_s	A3_r		B57_s	A3_r	between clonal lines
**Set A**	**Fold Change B57_s≫ A3_r**						**Rel. Repression factor**
	TC95750	**0,20**	**0,46**		3,66E-05	1,78E-02	2,29
	TC102064	**0,20**	**0,46**		1,77E-05	9,21E-03	2,35
	TC113710	**0,17**	**0,42**	TBC1 domain family member 2A	2,06E-05	2,62E-02	2,40
	TC108339	**0,13**	**0,36**	Heme-binding protein 2	8,87E-07	3,30E-03	2,66
	TC98559	**0,13**	**0,34**	slc4a	1,29E-04	2,44E-02	2,58
	TC100858	**0,05**	**0,36**	C-C motif chemokine	1,41E-08	3,93E-03	7,11
	TC104869	**0,15**	**0,31**	cytochrome P450 1A	3,16E-06	2,26E-03	2,04
	TC94752	**0,10**	**0,23**	cytochrome P450 1A	5,08E-07	4,43E-03	2,25
	TC103029	**0,10**	**0,26**	Scavenger receptor class B	1,45E-07	7,00E-05	2,60
	TC117957	**0,08**	**0,55**	C-C motif chemokine	1,08E-08	4,60E-02	6,93
	TC108326	**0,32**	**0,64**	aminopeptidase	2,91E-04	4,23E-02	2,03
	TC98081	**0,23**	**0,53**	Asialoglycoprotein receptor	1,20E-04	3,71E-02	2,32
	TC107654	**0,27**	**0,58**	Glycogen phosphorylase	3,54E-04	3,52E-02	2,10
**Set B**	**Fold change A3_r≫ B57_s**						**Rel. Induction factor**
	TC126761	**2,93**	**7,12**	Complement C3	6,26E-04	9,04E-05	2,44
	TC126457	**2,79**	**6,75**	Complement C3	1,78E-03	7,09E-05	2,41
	TC121000	**2,61**	**6,16**	Complement C3	2,34E-03	9,25E-05	2,36
	TC105061	**2,58**	**6,62**	Glutaminyl-peptide cyclotransferase	1,42E-03	3,19E-05	2,57
	TC126655	**2,53**	**5,66**	Complement C3	5,46E-03	1,36E-04	2,23
	TC126895	**2,36**	**6,31**	Complement C3	6,78E-03	8,88E-05	2,68
	TC126666	**2,21**	**5,45**	Complement C3	1,20E-02	2,02E-04	2,47
	TC101958	**2,03**	**8,89**		5,98E-03	9,18E-06	4,39
	TC103224	**2,00**	**7,65**	Retinoid-binding protein	8,14E-03	5,33E-06	3,83
	TC122221	**1,93**	**4,67**	*Oncorhynchus mykiss* toxin-1	9,95E-03	6,83E-03	2,42
	TC121169	**1,82**	**4,93**	*Oncorhynchus mykiss* toxin-1	2,21E-02	5,44E-03	2,71
	TC114300	**6,72**	**20,15**		2,34E-06	3,48E-06	3,00
	TC127723	**1,92**	**7,10**	Lysozyme C II OS	2,77E-02	8,38E-06	3,70
**Set C**	**Fold change A3_r≫ B57_s; final expression level similar in both backgrounds**						**Rel. Induction factor**
	TC131580	**30,27**	**81,08**	Serum amyloid A-5	6,99E-06	1,90E-05	2,68
	TC121913	**27,51**	**75,11**	Serum amyloid A-5	4,85E-06	6,15E-05	2,73
	TC128889	**12,50**	**55,08**	Serum amyloid A-1	1,04E-04	3,41E-05	4,41
	TC105891	**3,11**	**8,44**	Mannose-binding protein C	1,75E-03	7,52E-04	2,71
	TC108922	**3,02**	**8,11**	Mannose-binding protein C	2,46E-03	1,02E-03	2,68
	TC130612	**8,07**	**24,99**	Differentially regulated trout protein 1	4,97E-05	2,32E-04	3,10
	TC119404	**6,31**	**24,15**	L-serine dehydratase/L-threonine deaminase	2,44E-04	2,61E-05	3,82
	TC130028	**3,29**	**11,26**		4,30E-04	9,77E-07	3,42
	TC109950	**3,38**	**10,75**		1,72E-04	6,29E-07	3,18
	TC129082	**3,01**	**7,64**		1,02E-03	5,06E-04	2,54
**Set D**	**Fold Change B57_s≫ A3_r**						**Rel. Induction factor**
	TC99244	**64,16**	**8,28**	MMP9	5,14E-09	2,02E-04	7,75
	TC118249	**29,78**	**7,03**	CC chemokine	3,14E-07	6,63E-03	4,24
	TC103465	**16,02**	**5,35**		4,95E-08	2,58E-03	2,99
	TC113779	**19,30**	**5,21**	Collectin-12	1,86E-08	8,77E-03	3,71
	TC99979	**6,55**	**3,10**		1,76E-07	1,21E-03	2,11
	TC112870	**37,05**	**7,64**		1,07E-07	3,78E-02	4,85
	TC95482	**24,94**	**8,01**	Interleukin-1 beta	4,76E-06	1,84E-02	3,11
	TC122607	**7,65**	**3,34**	Jagunal homolog 1-A (jgn1a)	4,26E-06	4,64E-02	2,29
	TC117203	**5,28**	**2,41**		4,10E-06	1,29E-02	2,19
	TC124901	**3,88**	**1,87**	Purine nucleoside phosphorylase	5,32E-05	2,31E-02	2,07

Four gene sets (A–D) were identified by hierarchical clustering as shown in Figure 3.

* The relative repression or induction factor between fish clonal lines was calculated as follows: rf = Max (Fold change B57_s, Fold change A3_r)/Min (Fold change B57_s, Fold change A3_r).

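Set B of Table 4 holds 13 probes, which the study chose on these samples. They rose in both lines over the 22 arrays, with a median fold change of 5.48 in B57_s, from 2.06 to 10.5, and of 13.3 in A3_r, from 4.98 to 25.2. All 13 were past the threshold in A3_r and 9 in both lines. For 23 arrays, 8 were past it in both lines, and the A3_r median was 12.6. The change was larger in A3_r for all 13. Among infected fish, 11 were past the threshold and higher in A3_r, with a median of 3.94-fold over the 13. Among controls the median was 2.00-fold higher in A3_r, and 2 were past the threshold, of which lysozyme CII (TC127723) was lower in A3_r, at 0.158 of B57_s. The interaction of line and infection was past an adjusted p of 0.05 for 0 of the 13 over all probes with limma and for 4 adjusted over the list alone, or 0 and 2 with control 15. At an unadjusted p under 0.05 it was 5, or 4 with control 15. With the authors' values, which hold no background correction, and without control 15, a setting chosen after the values were seen, the medians were 2.36 in B57_s and 6.62 in A3_r, all 13 were past the threshold in A3_r and 1 in both lines, and 7 were past it between infected fish. The interaction was then past 0.05 for 3 of the 13 over all probes, for 13 adjusted over the list alone and for 13 at an unadjusted p.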

Eleven genes were more effectively induced in resistant than in susceptible fish, reaching higher expression rate in the resistant animals (**Figure 3** **Set B** and **Table 4**). 

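The C3 probe TC126761 rose 9.11-fold in B57_s (adjusted p = 0.000153) and 13.3-fold in A3_r (adjusted p = 1.26e-06) over the 22 arrays, or 12.6-fold in A3_r with control 15, at -1.93. Its signal was well above background in 2 of 4 B57_s controls. Among infected fish it was 3.93-fold higher in A3_r (adjusted p = 0.00126), with each A3_r fish above each B57_s fish, but the ratio of the A3_r to the B57_s fold change was 1.47 (adjusted p = 0.98), or 1.39 with control 15 (adjusted p = 0.993). The B57_s rise was not past the threshold with the authors' deposited values (2.93-fold) or under normexp, alone (1.99-fold) or followed by quantile normalization (1.87-fold). The difference among infected fish was not past it with slide as a block (3.49-fold) or under normexp, alone (2.16-fold) or followed by quantile normalization (2.30-fold). The probe of a retinoid-binding protein, TC103224, rose 4.48-fold in B57_s (log2 2.16, SE 0.42, adjusted p = 0.00229) and 25.2-fold in A3_r (log2 4.65, SE 0.35, adjusted p = 1.26e-08). With control 15, at -0.72, the B57_s rise was not past the threshold (adjusted p = 0.0168) and the A3_r rise was 19.9-fold. The signal was well above background in 2 of 4 B57_s controls. It was past it in B57_s over 23 arrays with 75th percentile scaling (4.07-fold), quantile normalization (5.24-fold) and array weights (4.01-fold). Among infected fish it was 6.92-fold higher in A3_r (adjusted p = 6.57e-06), which was not past the threshold under normexp, alone (2.16-fold) or followed by quantile normalization (2.52-fold). The ratio of fold changes was 5.62 (adjusted p = 0.106), or 4.45 with control 15 (adjusted p = 0.577). Toxin-1 (TC122221) rose 2.25-fold in B57_s (adjusted p = 0.171) and 4.98-fold in A3_r (adjusted p = 0.000707), or 4.39-fold with control 15, at 2.84. The A3_r rise was not past the threshold with slide as a block (4.18-fold), in a fit of A3_r fish alone (4.39-fold) or under normexp (2.86-fold). Among infected fish, toxin-1 was 3.47-fold higher in A3_r (adjusted p = 0.004), with overlap between the lines. In the fit of 23 arrays (adjusted p = 0.00672) this was not past the threshold without any one of infected B57_s fish 1, 2, 3, 7 and 8 and infected A3_r fish 2, 4, 5, 6 and 7 (2.92- to 3.75-fold, adjusted p from 0.01 to 0.0231). It was not past it with slide as a block (2.83-fold), array weights (2.61-fold) or normexp, alone (3.05-fold) or followed by quantile normalization (2.93-fold). The ratio of the toxin-1 fold changes was 2.22 (adjusted p = 0.895), or 1.96 with control 15 (adjusted p = 0.993).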

C3, retinoic acid binding protein and *Oncorhynchus mykiss* toxin-1 were among these genes.

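Set C of Table 4 holds 10 probes, chosen on these samples. Their median fold change over the 22 arrays was 4.78 in B57_s and 17.8 in A3_r, or 13.4 in A3_r with control 15, and the change was larger in A3_r for all 10. All 10 were past the threshold in A3_r, and 6 of them in B57_s as well, or 4 with control 15. Among controls, the median A3_r signal was 0.375 of that of B57_s, or 0.473 with control 15, and none of the 10 was past the threshold. Among infected fish the median was 1.38-fold in A3_r, and again none was past it. The interaction of line and infection was past an adjusted p of 0.05 for 0 probes over all probes with limma and for 2 adjusted over the list alone, or 0 and 0 with control 15. At an unadjusted p under 0.05 it was 5, or 2 with control 15. Without control 15 and with the authors' values, all 10 were past the threshold in both lines, and the interaction was past 0.05 for 0 over all probes, for 3 adjusted over the list alone and for 7 at an unadjusted p.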

Ten genes were also induced with a greater magnitude in resistant fish than in susceptible ones, but reached similar expression levels from lower basal expression before infection. Such genes comprised Serum Amyloid A (SAA), Mannose Binding Protein (MBP) and several non-annotated ESTs (**Figure 3** **, Set C** and **Table 4**). 

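The SAA-5 probe TC131580 rose 43.7-fold in B57_s (log2 5.45, SE 0.83, adjusted p = 0.000245) and 115-fold in A3_r (log2 6.85, SE 0.69, adjusted p = 9.49e-07), and TC121913 rose 46.2- and 91.6-fold. SAA-1 (TC128889) rose 18.6-fold (adjusted p = 0.00161) and 79.4-fold (adjusted p = 1.23e-06). With control 15, at 0.85, 0.48 and 0.62, the A3_r rises were 105.5-, 87.5- and 67.9-fold. The ratios of the A3_r to the B57_s fold changes were 2.64 (adjusted p = 0.971) for TC131580, 1.98 (adjusted p = 0.979) for TC121913 and 4.28 (adjusted p = 0.834) for TC128889, or 2.42, 1.89 and 3.66 with control 15 (adjusted p = 0.993 for each). For TC128889, controls of A3_r stood at 0.697 of those of B57_s (adjusted p = 0.759), on the other side of 1 with slide as a block (1.22), and infected fish at 2.98-fold (adjusted p = 0.134). For TC131580 the controls of A3_r stood at 1.25-fold (adjusted p = 0.87) and infected fish at 3.29-fold (adjusted p = 0.124). Over the 23 arrays, the B57_s rise of SAA-1 was not past the threshold without B57_s control 13 (14.2-fold, adjusted p = 0.0162), and none of the 3 B57_s rises was under normexp (16.4-, 15.6- and 8.27-fold). Without infected A3_r fish 6, the A3_r rise of TC121913 was 59.8-fold and its ratio 1.29. The MBP probe TC105891 rose 3.24-fold in B57_s (adjusted p = 0.0557) and 8.29-fold in A3_r (adjusted p = 9.05e-05), or 7.05-fold with control 15, at 4.72, a ratio of 2.55 (adjusted p = 0.865), or 2.17 with control 15 (adjusted p = 0.993). Its control level in A3_r was 0.336 of that in B57_s (adjusted p = 0.04), or 0.395 with control 15 (adjusted p = 0.106), and its level in infected fish 0.857 (adjusted p = 0.813), or 1.02 over 23 arrays without infected B57_s fish 7. Its A3_r rise was not past the threshold under normexp (4.82-fold), and its B57_s rise was past it with the authors' values, a separate fit for each line and control 15 left out (3.12-fold).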

Following a slightly different pattern, lysozyme CII and an unknown gene were also more induced in resistant, but did not reach after infection the basal level observed in susceptible fish (framed in red in **Figure 3**). 

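The log2 signal of lysozyme CII (TC127723) was 7.60 ± 0.15 (SD, n = 4) in B57_s controls and 8.65 ± 0.39 (SD, n = 5) in infected B57_s. It was 4.93 ± 0.51 (SD, n = 6) in A3_r controls and 7.69 ± 0.49 (SD, n = 7) in infected A3_r fish. Among controls, the signal of A3_r was 0.158 of that of B57_s (adjusted p = 4.78e-07), with each A3_r control below each B57_s control. Control 15 was at 7.41, against 5.57 for the nearest of its group, and with it the controls of A3_r were at 5.29 ± 1.05 (SD, n = 7), 0.202 of B57_s (adjusted p = 0.000338). This control difference was not past the threshold with slide as a block (0.218), in a fit of controls alone (0.202) or under normexp (0.193). Among infected fish A3_r was at 0.513 of B57_s (adjusted p = 0.011), or adjusted p = 0.123 in the fit of 23 arrays, with overlap between the lines.

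**Figure D1:**
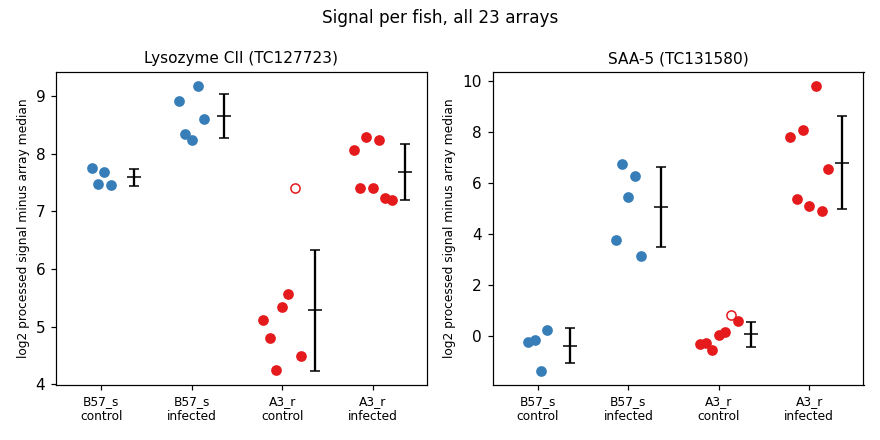
Log2 processed signal minus the array median for lysozyme CII (TC127723) and SAA-5 (TC131580) in each fish, with blue points for B57_s, red points for A3_r, a white circle for A3_r control 15 and a black bar for the mean ± SD. Infected A3_r fish reach 7.69 on average for lysozyme CII, near the 7.60 of B57_s controls.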

In fact, the fold change value for lysozyme CII was 1.9 in the susceptible clonal line, and was therefore previously commented as a gene induced only in the resistant fish (see above). Such a pattern may be misleading concerning its effective impact, which is probably stronger in the susceptible B57_s background.

Finally, ten genes were induced to a greater magnitude in susceptible B57_s than in resistant A3_r fish, including *mmp9*, a CC chemokine and *IL1*β (**Figure 3D** and **Table 4**).

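The 10 probes of Set D, chosen on these samples, rose in both lines over the 22 arrays, with a median fold change of 27.6 in B57_s, from 5.12 to 79.2, and of 6.52 in A3_r, from 2.04 to 13.8. All 10 were past the threshold in B57_s and 8 also in A3_r, and with control 15 the same numbers were past it, with an A3_r median of 5.83. The change was larger in B57_s for all 10. Among controls the median A3_r signal was 1.21-fold that of B57_s, and among infected fish 0.324 of it, with 3 probes past the threshold. The interaction of line and infection was past an adjusted p of 0.05 for 0 of the 10 over all probes with limma and for 8 adjusted over the list alone, or 0 and 6 with control 15. At an unadjusted p under 0.05 it was 8, or 7 with control 15. With the authors' values and without control 15, the medians were 17.6 and 5.28, 5 were past the threshold in A3_r, and the interaction was past 0.05 for 1 over all probes, for 7 adjusted over the list alone and for 8 at an unadjusted p. For the CC chemokine TC118249 the ratio of the A3_r to the B57_s fold change was 0.237 (adjusted p = 0.751), or 0.191 with control 15 (adjusted p = 0.918).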

It is important to note that a number of genes involved in antibacterial immunity were more induced in resistant than in susceptible fish showing that the transcriptional response of immune genes – including effectors such as SAA – was not explained by a mere correlation to the bacterial load.

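Over all probes, the interaction of line and infection was past an adjusted p of 0.01 for 6 probes over the 22 arrays, each with fold changes that differed more than 2-fold between the lines, and for 20 at 0.05. With control 15 included, 1 probe was past 0.01 and 7 past 0.05. At an unadjusted p under 0.05 there were 2234 and 1689 probes. Beside TC117957, the 5 others over 22 arrays were Beta-2-glycoprotein 1 (TC103365), with 31.4-fold in B57_s against 0.782 in A3_r, a glycine receptor (TC122728), with 51.5 against 4.18, Cathepsin K (TC108901), with 0.238 against 1.14, an avidin-related protein (TC115791), with 0.142 against 1.19, and CLIP-associating protein 1 (TC120498), with 0.273 against 1.1. With all 23 arrays only TC103365 was past 0.01 (ratio 0.0257, adjusted p = 0.000881). Over 23 arrays the number past 0.01 was 2 without B57_s control 12, infected B57_s fish 2 or A3_r control 12 or 13, 3 without infected B57_s fish 8 or infected A3_r fish 2 or 6, and 6 without control 15. It was 0 under normexp and 49 under normexp followed by quantile normalization, the settings that moved it most. Table 3, Table 4 and Figure S2 together list 240 different probes, which the study chose on these samples. Over the 22 arrays the interaction had the listed direction for 231 of them. It was past an adjusted p of 0.05 for 7 over all probes, for 115 adjusted over the list alone and for 145 at an unadjusted p. With control 15 these were 236, 3, 70 and 110. The 3 became 1 without B57_s control 10, 13 or 16, infected B57_s fish 2, 3 or 7, or infected A3_r fish 3 or 5, 5 without infected A3_r fish 6, 6 without infected A3_r fish 4 and 7 without control 15. From genes such as SAA, induced more in the resistant fish, the paper concludes that the response of immune genes was not explained by the bacterial load alone.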

### QPCR expression profiles of selected genes confirm that resistant and susceptible clonal lines have differential adjustments of bacterial induced inflammatory response

To further validate the results of the micro-array analysis and to compare further the response to infection in lines A3_r and B57_s, the expression of selected transcripts was assessed by QPCR.

No modulated TLR was identified by the micro-array analysis of the response to *F. psychrophilum* infection. To confirm this observation and to extend it to TLR that were not represented on the array, we assessed the expression of TLR2, 3, 5, 9 and 22 in the pronephros from resistant or susceptible, infected or control fish (i.e. from twelve animals). As shown in **Figure 4**, we observed a significant inter-individual variability (especially for TLR5) but none of these TLR was found to be induced by the infection, nor differentially expressed between the resistant and susceptible fish.

**Figure 4:**
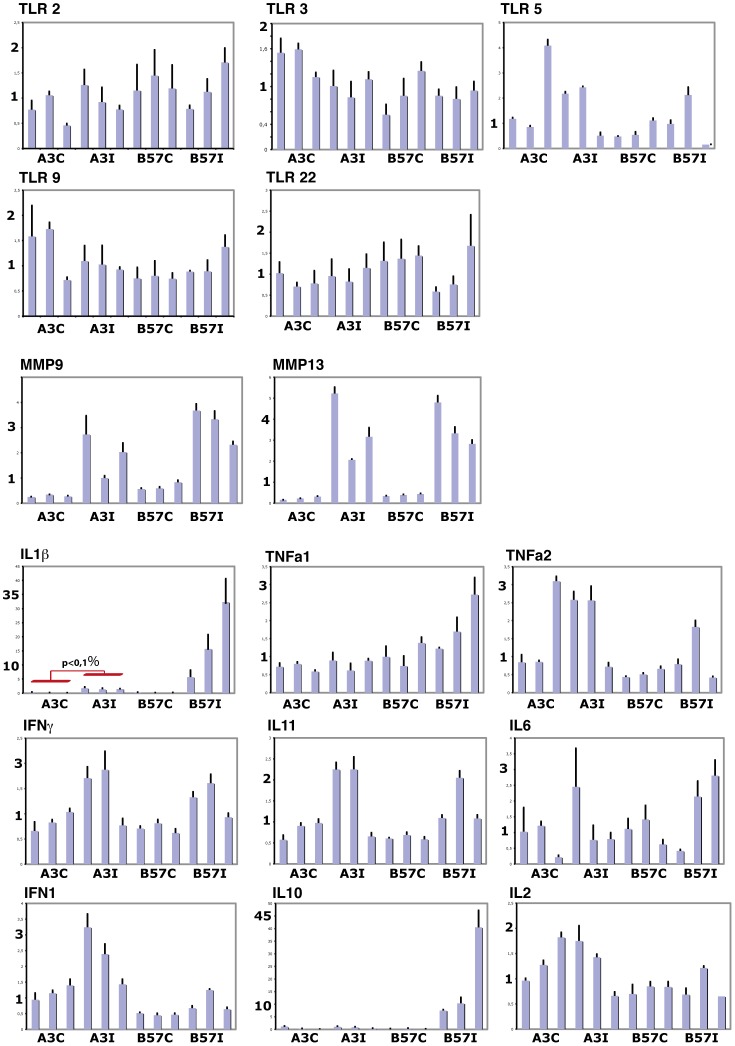
QPCR analysis of the impact of *F. psychrophilum* infection on the expression of selected genes. For each condition, gene expression was analyzed in the pronephros of three independent resistant A3-r or susceptible B57_s fish 5 days post inoculation. Each fish is represented as separate bars. The expression of a gene of interest in each individual is indicated as a ratio to the expression level of the house-keeping gene ELF-1α. Error bars represent the variation between technical triplicates.

Concerning matrix proteins, the real time QPCR assay confirmed that the pronephric expression of both mmp9 and mmp13 was up-regulated 5 days post infection with *F. psychrophilum* in resistant as well as in susceptible fish.

To better understand the response induced by the bacterial infection, we also analyzed the modifications of key cytokines in resistant and susceptible animals. Typical pro inflammatory cytokines including IL1β, TNFα1, TNFα2, and IFNγ showed various expression profiles. IL1β (the prototype of inflammatory cytokines) was significantly induced in both resistant and susceptible fish, but considerably more in susceptible animals, which confirmed the trend observed in the micro-array analysis. The three other cytokines showed high inter-individual variability. These results were fully consistent with the micro-array analysis for IL1β. The other cytokines were not represented on the micro-array, and did not appear to be induced by the infection in QPCR experiments.

Among cytokines regulating the pro-inflammatory response, the up-regulation of IL11 was found significant only in susceptible B57_s fish by the micro-array analysis (Figure S2). Interestingly, QPCR confirmed this trend since IL11 appeared up-regulated in susceptible fish but only in two individuals among the resistant ones. In the third animal IL11 was expressed at the same level as in controls, while IL1β was consistently up-regulated in all individuals. Thus, IL11 QPCR experiments suggested a differential expression between infected and control susceptible fish, but with a lower ratio than expected from the micro-array analysis. The other anti-inflammatory cytokine IL10 was not represented on the micro-array; however, our analysis suggested an activation of IL10 signaling. We therefore quantified the IL10 transcript, and showed that IL10 was highly induced in susceptible fish but not in resistant animals, which may have some importance for the predisposition to *F. psychrophilum* infection. In contrast, the expression of other regulatory cytokines such as IL2, IL6 (**Figure 4**) and IL17a (not shown) were not significantly different in resistant and susceptible contexts, nor affected by infection. With regards to IFN1, the basal level of expression was slightly higher in resistant fish compared to susceptible ones, and we could observe inductions after bacterial infection. However, this moderate up-regulation was not observed in all individuals.

These results confirmed and extended the micro-array hybridizations, leading to a tentative view of the perturbations induced by *F. psychrophilum* represented in **Figure 5**. Overall, our results suggest that on day 5 post infection, both pro- and anti- inflammatory genes have been induced in both B57_s and A3_r, but generally at a higher level in the susceptible fish.

**Figure 5:**
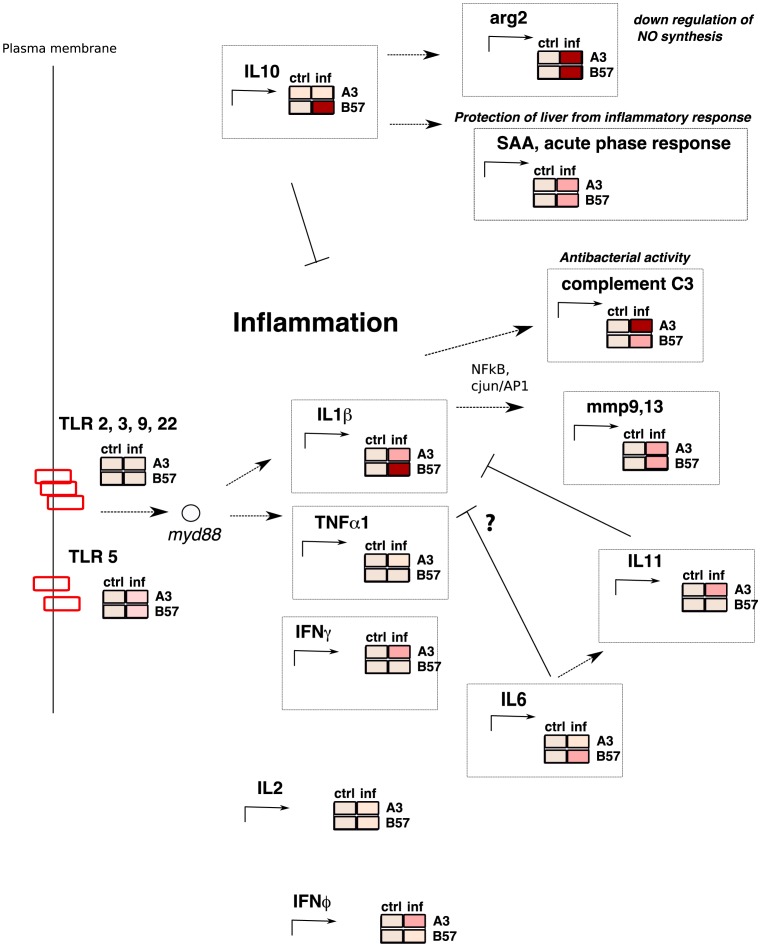
Schematic representation of the impact of *F. psychrophilum* infection on antibacterial immune pathways in clonal fish lines B57_s and A3_r. On day 5 after infection, key pro- (IL1) and anti- (IL10) inflammatory cytokines are up-regulated. While these genes show a greater induction in susceptible fish, which have higher bacterial load, complement C3 is more induced in resistant ones. Data from micro-array and QPCR were aggregated to produce this overview. When available, QPCR ratios were considered. Boxes represent the intensity of induction in red scale (white, no induction; pink, induced with FC>2 only in infected fish and in at least 2 individuals among 3; dark red, induction with FC>5).

### Gene expression differences in the pronephros of uninfected resistant and susceptible fish

The pronephros transcriptome was also compared between control resistant A3_r and susceptible B57_s fish. This analysis identified 812 differential probes (FC>3 or FC<0.33; apv<1%) (**Figure 2B**). Of these 812 probes, only 49 had been identified as differentially expressed between control and infected fish (*i.e.* 6%). 

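Between the controls of the 2 lines, 1563 probes were past the threshold over the 22 arrays, 846 higher and 717 lower in A3_r. When control 15 was included there were 1586, 923 higher and 663 lower. The lines did not overlap for 1471 of the 1563, where chance gives such a separation for 0.952% of probes and 14.9% of all probes showed it. The signal behind the values moved the count most. It was 395 under normexp, 832 with the authors' deposited values and 812 with these values, a fit of the controls alone and control 15 left out. With each of the 23 arrays left out in turn it stayed between 1241 and 1686. More probes were higher than lower in A3_r under each scaling, with 779 against 721 under 75th percentile scaling and 928 against 820 under quantile normalization.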

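Of the 1563 probes, 97 (6.21%) were also past the threshold with infection in at least one line, over the 22 arrays. When control 15 was included this was 77 of 1586 (4.86%). Over the probes with a value on all 23 arrays, 75 overlapped, where independence would give 26.2. In 100 simulations with unrelated effects and shared controls the median was 15, from 7 to 65. They dealt the arrays' deviations out over all groups, so that control 15 was not kept among the A3_r controls. They therefore cannot exclude shared control arrays as the source. These simulations had fewer probes past the threshold, a median of 1234 between controls and 471.5 with infection where 1579 and 617 were observed. Divided by the number that independence gives, the overlap was 2.86, and 0.939 in the median simulation, and 1 of the 100 simulations reached 2.86. Of the 77 over 23 arrays, the count was 49 without B57_s control 10, 43 without B57_s control 13 and 35 without B57_s control 16. Of the settings run, normexp gave the lowest count, 5, and dropping the fold threshold the highest, 197.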

GO categories were searched for the whole set of differential probes, and the genes differentially expressed with a GO classification are listed in the **Figure S3**. This set comprised many genes involved in transcription, translation, metabolism (mainly lipid metabolism, which may be especially important for the response to the bacteria), apoptosis and control of cell division, but also genes involved in inflammation, complement activation and antigen processing (n = 26).

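Figure S3 lists 461 different probes with a fold change, chosen by the study on these samples. Of these, 447 were past the threshold between controls over the 22 arrays and 424 over 23. A3_r controls were higher for 240 of them. Between infected fish of the 2 lines, 352 were past the threshold, or 348 in the fit of 23 arrays.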

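Over the 22 arrays, 797 probes were past the threshold with infection in at least one line, and 12.2% of them also differed between the controls of the lines. With control 15 included, 620 probes were modulated and 12.4% of them differed between controls. Over the 22 arrays, 23 probes were past the threshold in both lines and between controls, 41 in B57_s and between controls only, and 33 in A3_r and between controls only.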

In fact, while genes differentially expressed between control resistant and susceptible fish could be involved in the susceptibility to the bacterial infection, the 26 probes that were differentially expressed prior to infection and significantly modulated in infected animals represented only 5% of the whole set of probes modulated in at least one clonal line. Of special interest were two genes reportedly associated to defense mechanisms, a suppressor of cytokine signaling (SOCS) similar to SOCS3 and *IL1r2*, of which basal expression was found higher in the susceptible B57_s fish. In particular, the higher basal expression of the *socs3*-like gene in susceptible fish may be connected to the success of the infection.

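The SOCS3-like probe TC132235 had a log2 signal of 2.96 ± 0.47 (SD, n = 6) in A3_r controls and of 0.81 ± 0.47 (SD, n = 4) in B57_s controls. It was 4.45-fold higher in A3_r (log2 2.15, SE 0.70, adjusted p = 0.0429), with each A3_r control above each B57_s control. For 23 arrays, with control 15 at 4.60, the difference was 5.23-fold (adjusted p = 0.0245). The IL1R2 probe TC97188 stood at 1.48 ± 0.53 (SD, n = 6) in A3_r controls and -1.12 ± 0.42 (SD, n = 4) in B57_s controls. It was 6.07-fold higher in A3_r (log2 2.60, SE 0.75, adjusted p = 0.0213), again without overlap. With control 15, which lay apart, the A3_r controls were at 1.96 ± 1.36 (SD, n = 7) and the difference was 8.47-fold (adjusted p = 0.0134). Neither difference was past the threshold in the model of all groups. Both were past it in a fit of the controls alone (5.23- and 8.47-fold), with quantile normalization (4.89- and 8.11-fold) and with the authors' values fitted on the controls without control 15 (3.95- and 4.25-fold). That of IL1R2 was also past it with 75th percentile scaling (7.61-fold), with a trend in variance (8.47-fold), with array weights (5.99-fold) and over 23 arrays without infected A3_r fish 6 (adjusted p = 0.00385). The signal was higher in A3_r under each setting run.

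**Figure D2:**
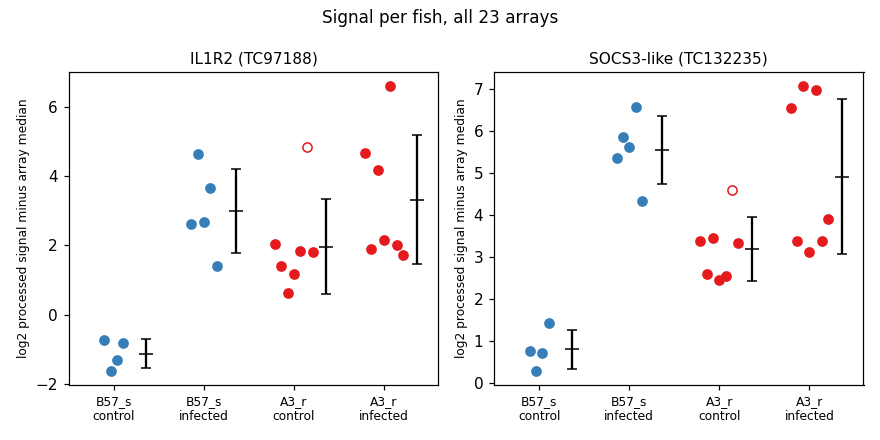
Log2 processed signal minus the array median for IL1R2 (TC97188) and the SOCS3-like probe (TC132235) in each fish, with blue points for B57_s, red points for A3_r, a white circle for A3_r control 15 and a black bar for the mean ± SD. For both probes each A3_r control lies above each B57_s control.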

## Discussion

We report here the first characterization of the transcriptome response of rainbow trout leukocytes to a systemic bacterial infection by *F. psychrophilum*, a widely distributed pathogen of salmonids and a major problem for aquaculture. Susceptible (B57_s) and resistant (A3_r) clonal lines of rainbow trout were compared to identify pathways determining the genetic predisposition to this bacterial infection.

The primary aim of this study was to produce a global description of the transcriptome modifications induced by *F. psychrophilum* in the pronephric trout leukocytes during the early stages of the infection (5 days pi), when the response is well advanced but has not yet led to major pathology. Since the bacteria were injected i.m. to fish 100–150 g while *F. psychrophilum* typically infects fry and fingerlings, our model likely did not mimic perfectly the natural infection but allowed to identify innate pathways of response to a general infection by *F psychrophilum* in resistant versus susceptible fish. Importantly, transcriptome profiles may vary between different stages of development. Our analysis identified three main sets of genes involved in innate immunity: genes encoding matrix metallo-proteases, genes of pro-inflammatory and regulatory cytokines, and genes encoding anti-bacterial effectors (figure 5). It appeared sometimes difficult to associate a unique trout gene to a given probe. When several probes (each designed from a unique TIGR contig) matched a common counterpart in mammals, they may designate either different genes duplicated in rainbow trout or different splicing isoforms of the same gene. C3 is a good example of this situation, since it is present as multiple copies in the rainbow trout genome [46], which may produce variable signals for the different C3-specific probes present in the array. In such situations, gene-specific expression level could not be easily confirmed by real time QPCR. We therefore considered that the corresponding gene set was induced as a whole, but we could not conclude about the difference of induction of individual genes between resistant and susceptible fish.

As shown by recent studies on *Salmonella typhimurium* and other pathogens in zebrafish [47], we confirm here that transcriptional up-regulation of *mmp9* upon bacterial infections in fish is a general mechanism. *mmp9* has been identified as a target of the TLR5 signaling induced by the flagellin of *S. typhimurium* [47]. In our model, this could not be confirmed since real time QPCR did not show a consistent up-regulation of TLR5, as in zebrafish larvae 24 h after infection by *S. typhimurium*. Thus, our results are consistent with the idea that TLR5 could be complemented by other sensors for the inflammatory response to bacteria [47]. Bacterial induction of another matrix metalloprotease gene, *mmp13*, was also identified by micro-array and confirmed by QPCR. Additionally, a homolog of the metalloprotease Adam8, which is induced by *S.typhimurium* infection in zebrafish [47] and by inflammatory responses in man and in the mouse [48], [49], was up-regulated by *F. psychrophilum* in rainbow trout. 

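The ADAM8 probe TC126003 rose 3.90-fold in B57_s (log2 1.96, SE 0.35, adjusted p = 0.00123) and 2.75-fold in A3_r (log2 1.46, SE 0.29, adjusted p = 0.00275) over the 22 arrays, the latter short of the fold threshold. Control 15 was at -1.47, against -0.09 for the nearest A3_r control. With it the A3_r rise was 3.21-fold (adjusted p = 0.0025) and the adjusted p of the B57_s rise 0.0059. Over 23 arrays, the B57_s rise was not past the threshold without B57_s control 10, 12 or 13 or infected B57_s fish 3, 7 or 8 (3.17- to 4.06-fold, adjusted p from 0.016 to 0.0359), and the A3_r rise was 2.95-fold without infected A3_r fish 2. Neither rise was past it under normexp (2.13- and 1.89-fold) or under normexp followed by quantile normalization (2.67- and 2.09-fold). In B57_s it was not past it with 75th percentile scaling (3.55-fold), slide as a block (3.08-fold) or a fit of B57_s fish alone (3.90-fold). In A3_r it was not past it with 75th percentile scaling (3.22-fold), the authors' deposited values (2.69-fold) or array weights (2.59-fold).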

Matrix metalloproteinases degrade extracellular matrices, which may have different and opposite impacts on the infection through facilitation of cell migration and bacterial spreading. Interestingly, while *F. psychrophilum* expresses a large diversity of secreted proteases that cause extensive necrotic lesions [38], our results show that it also activates host pro-metalloproteases.

Several other enzymes, which appear to have mainly regulatory/anti-inflammatory functions, have been found up-regulated by the infection. For example, the NADH dehydrogenase 1 alpha subcomplex subunit 5 is part of the mitochondrial respiratory complex and has a regulatory role on inflammation. 

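All 3 probes of Table 2 named NADH dehydrogenase 1 alpha subcomplex subunit 5 rose in both lines. TC131371 rose 55.1-fold in B57_s (log2 5.78, SE 0.75, adjusted p = 4.23e-05) and 99.5-fold in A3_r (log2 6.64, SE 0.62, adjusted p = 3.41e-07). TC115587 rose 52.6- and 97.5-fold. With control 15, at 3.21 and 3.35, the A3_r rises were 85.3- and 82.8-fold; for TC115587 the nearest A3_r control was at 2.15. The B57_s rises of these 2 probes were not past the threshold under normexp (24.9- and 25.4-fold). TC130649 rose less, 6.48-fold in B57_s (adjusted p = 0.00341) and 7.28-fold in A3_r (adjusted p = 0.000277), or 6.48-fold (adjusted p = 0.00418) and 7.43-fold (adjusted p = 0.000121) with control 15. Over 23 arrays its B57_s rise was not past the threshold without B57_s control 10, 13 or 16 or infected B57_s fish 3 (5.32- to 6.86-fold, adjusted p from 0.0108 to 0.0263), with the 75th percentile (5.89-fold), with the authors' deposited values (3.59-fold, adjusted p = 0.0114) or in a fit of B57_s fish alone. Neither rise was past it under normexp (2.66- and 2.76-fold) or under normexp followed by quantile normalization (2.46- and 2.76-fold).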

In the same line, the metallo-reductase STEAP4 down-regulates the production of inflammatory mediators such as IL8 and IL6 in human [50]. Similarly, prostaglandin reductase 1 catalyses an initial step of inactivation of leukotrien-B4. Thus, these results suggest that *F. psychrophilum* induces a strong inflammation that triggers anti-inflammatory pathways in the pronephros.

A number of CC and CXC chemokines were modulated in our micro-array analysis. In the absence of the complete rainbow trout genome sequence, the annotation of chemokines is still preliminary but our results indicate that an important reallocation of immune cells was occurring at the studied stage of the infection. This idea was further supported by *in silico* functional analysis of the micro-array data, since the top network identified by IPA was entitled “Cellular Movement, Hematological System Development and Function, Immune Cell Trafficking”. The pro-inflammatory cytokines IL1β was also clearly up-regulated in the micro-array analysis, which was confirmed by real time QPCR. Among the other tested pro-inflammatory cytokines including TNFα1, TNFα2 and IFNγ, none appeared consistently induced by the infection either in micro-arrays or in QPCR, underlining the primary implication of IL1β in pronephros at this stage of the infection. This observation is consistent with a successive expression of pro-inflammatory cytokines where TNFα2 is highly but early and transiently inducible by the infection. In parallel, genes involved in the IL10 pathway (micro-arrays) as well as IL10 itself (QPCR) were significantly up-regulated by the infection. Real time QPCR also showed that the immuno-regulatory cytokine IL11 was overall induced (Wilcoxon Two Samples Test, *p*≤0.015) though to a lesser extent. These observations suggest that a strong regulatory response had been induced at the time of the analysis. While the functional isoform of IFNΦ1 (also known as type I IFN1) appeared slightly but consistently over-expressed as revealed by real time QPCR, the micro-array experiments clearly showed that the IFN system was not globally activated by *F. psychrophilum* infection. Indeed, while many IFN-induced genes and several Interferon Regulatory Factors (IRF) are well known in rainbow trout and were present in the micro-array, no IRF and only very few IFN–induced genes were found to be modulated. This observation indicated that the infection did not mobilize the IFN system. Other cytokines such as IL2, IL6, and IL17D showed no significant modification of expression upon *F. psychrophilum* infection in the context analyzed herein. In contrast, the complement cascade as well as AMP and acute phase response genes were significantly modulated by the infection (FC>3), confirming their importance in the host reaction.

The second aim of this study was the identification of differences between the transcriptome responses of resistant and susceptible fish. Our micro-array analysis revealed differences between transcriptomes of the resistant A3_r and susceptible B57_s fish before infection. However, these differences did not involve key genes or pathways obviously connected to the antibacterial response or to inflammation, and rather suggested significant differences in metabolism and other basic processes. Hence, the understanding of their role in the susceptibility to the disease will require combined genetic and functional approaches. Also, the kinetics of the bacterial load, as well as the kinetics of the transcriptome modifications induced by *F. psychrophilum*, would have to be characterized to produce a comprehensive comparison of the respective responses of the two clonal lines. 

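Among probes past the threshold whose groups do not overlap, the largest fitted differences between the controls were those of HA1B_BOVIN (TC94740), 10920-fold higher in A3_r over the 22 arrays and 12880-fold over 23, and of HMR1_MOUSE (TC94770), at least 3940-fold lower in A3_r, or at least 3678-fold over 23. The names are those of the closest matches in other species. With the authors' values and without control 15, the highest ratio of A3_r to B57_s controls in Figure S3, which lists TC94740, was 873. The size of the ratio of TC94740 therefore depended on the signal used. Also among the 3 largest fitted rises were TC94735, at least 1608-fold higher in A3_r, and TC132115, at least 1143-fold higher, neither named in the paper's tables. Among the 3 largest fitted falls were HA1F_CHICK (TC94778), at least 1965-fold lower, and TC111831, at least 1013-fold lower. A difference is given as a bound where no control of the lower line had a signal well above background, and the order of such differences was not measured. Of 131 probes that differed more than 32-fold between controls, 128 were past the threshold in the same direction between infected fish, and 2 were past it with infection in either line. Sequence differences between the lines under a probe were not tested, so these values do not show a difference in expression by themselves. The paper reasons from the control comparison that the differences held no key genes or pathways with an obvious connection to the antibacterial response or inflammation, and proposes differences in metabolism and other basic processes. Its results nevertheless name genes of inflammation, complement activation and antigen processing among these differences.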

In fact, the difference of bacterial loads in the pronephros suggests that the bacteria escape immune control in the susceptible line.

Still, several differences in the up-regulation pattern 5 days after infection deserve to be noted, as shown on figure 5.

A number of genes involved in antibacterial immunity (including complement C3) were induced with a greater magnitude in resistant compared to susceptible fish. 

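Of the C3 probes, 6 belong to Set B of Table 4. Their median fold change over the 22 arrays was 8.32 in B57_s and 13.5 in A3_r, or 12.9 in A3_r with control 15, and all 6 were past the threshold in both lines. An interaction of line and infection was past an adjusted p of 0.05 for 0 of the 6 with limma, over all probes and adjusted over the list alone, and at an unadjusted p it was 0 as well. Infected A3_r fish were higher than infected B57_s fish for all 6, each past the threshold, with a median of 3.95-fold. With the authors' values, which hold no background correction, and without control 15, the median fold changes were 2.57 and 6.23. The interaction was then past 0.05 for 0 of the 6 over all probes and for 6 adjusted over the list alone, and 2 were past the threshold between infected fish.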

C3 plays a key role in the activation of the complement cascade, and its cleavage is necessary for both classical and alternative pathways. Its critical importance is well illustrated by the higher susceptibility of C3 deficient humans and mice to bacterial infections [51], [52]. In a few cases, a greater up-regulation of a given gene in resistant fish did not lead to higher final expression level. Thus, several genes including lysozyme CII and SAA had a basic expression level lower in the resistant clonal lines, and reached after infection a final level equal or lower in resistant compared to susceptible fish. While expression difference on day 5 post-infection may represent a delayed response due to slower bacterial growth in resistant fish, these genes represent interesting candidates to explain the higher resistance in our fish clonal line.

In contrast, several key genes of inflammation were up-regulated much more in infected susceptible animals, where a higher bacterial load was measured. 

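For IL1β (TC95482), the control level of A3_r was 1.00-fold that of B57_s over the 22 arrays (adjusted p = 1). With control 15, which stood above the mean of its group, it was 1.18-fold (adjusted p = 0.902). It was 0.928 with array weights. For the 10 probes of Set D, none was past the threshold between the controls, with fold changes from 0.546 to 1.89.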

Since these genes were expressed at comparable basal levels in naive fish from both clonal lines, such inductions really led to higher expression levels in susceptible fish. An important example was the pro-inflammatory cytokine IL1β, and the gene *Il1r2* encoding the IL1 receptor was similarly induced. Interestingly, the expression of the anti-inflammatory cytokine IL10 and, to a lesser extent, IL11 mirrored IL1β. Further work will be necessary to characterize the kinetics of IL10 expression in susceptible and resistant fish. Indeed, IL10 has been recently identified as a critical modulatory factor of innate immunity in a mouse model of *S. typhimurium* infection [53]. IL10 is also a negative regulator of phagocytosis and its expression may impact significantly phagocyte infection and resulting intracellular growth as described for *F. psychrophilum* in [54]. When examining micro-array data in search of genes involved in phagocytosis, we could not identify clear trends after infection, but we found four sequences potentially involved in this process, of which 3 where more expressed in resistant than susceptible naive fish: ELMO1 (TC109245), COR1A (TC 100726 & 120552), CD209 (TC130714) and ABCA1 (TC 125779). On the other hand, IL10 expression is critical for the protection of liver of the host against the inflammatory response, and the high expression observed in susceptible fish with a high bacterial load could be simply linked to this activity.

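Among controls over the 22 arrays, ELMO1 (TC109245) was 4.20-fold higher in A3_r (log2 2.07, SE 0.45, adjusted p = 0.00232), CD209 (TC130714) 10.5-fold higher (log2 3.39, SE 0.49, adjusted p = 3.66e-05) and ABCA1 (TC125779) 3.11-fold higher (log2 1.64, SE 0.33, adjusted p = 0.00141). Both COR1A probes were lower in A3_r, TC100726 at 0.301 (log2 -1.73, SE 0.26, adjusted p = 4.58e-05) and TC120552 at 0.324 (log2 -1.62, SE 0.25, adjusted p = 6.48e-05). The lines did not overlap for any of the 5 probes. A3_r control 15 stood far above its group for ELMO1, at 4.71 against 2.59 for the nearest control, and for COR1A, at 10.21 and 10.28 against 7.55 and 7.71. With it, the fold changes were 5.56 for ELMO1, 15.3 for CD209 and 3.13 for ABCA1, and the COR1A differences were not past the threshold (0.408 and 0.435, adjusted p = 0.0665 and 0.0796). Over 23 arrays, ELMO1 was not past it without B57_s control 12 (5.36-fold, adjusted p = 0.0121) or 13 (4.46-fold, adjusted p = 0.0227). In the same fit ABCA1 fell below 3-fold without B57_s control 10 (2.73-fold) or A3_r control 16 (2.88-fold), which stood at 6.08 against 5.42 for the next. COR1A TC100726 was past the threshold also with array weights over 23 arrays (0.311). ELMO1 was not past it in a fit of the controls alone (5.56-fold) or under normexp, alone (3.71-fold) or followed by quantile normalization (2.95-fold). CD209 was not past it under normexp (4.85-fold). ABCA1 was below 3-fold with 75th percentile scaling (2.81), quantile normalization (2.89), slide as a block (2.36) and array weights (2.71). It was also below 3-fold under normexp, alone (2.96) or followed by quantile normalization (2.71).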

In conclusion, our results show that infection by *F. psychrophilum* induces a robust inflammatory response in both resistant and susceptible fish clonal lines, as shown in figure 5. While a common core response is observed in both lines, differences have been observed that might be involved in the resistance to *F. psychrophilum* infection. This first analysis of the leukocyte transcriptome in susceptible and resistant fish following *F. psychrophilum* infection paves the way for a combined functional and genetic characterization of the resistance to this bacterium.

## Supporting Information

Figure S1 **This excel file contains the complete list of up- and down- regulated genes in rainbow trout clonal lines B57_s and A3_r following** ***F. psychrophilum*** **JIP 02/86 infection.** Probes have been classified by fold change and adjusted p value.
(XLSX) Click here for additional data file.

Figure S2 **This table contains the list of probes for which up- or down- regulation was significant in only one of the two fish clonal lines, while a high adj.** ***p*** **value in the other line indicated a large variation of the expression level.**
(XLSX) Click here for additional data file.

Figure S3 **This table contains the list of genes differentially expressed between the two fish clonal lines prior infection.** GO categories were identified for the whole set of probes.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

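Pronephros RNA of 23 rainbow trout was measured on one-colour Agilent arrays, 1 fish to an array, 5 days after intramuscular injection of 26000 CFU of *F. psychrophilum* or of 0.1 ml saline at 10°C. The fish were 4 B57_s controls, 5 infected B57_s, 7 A3_r controls and 7 infected A3_r, as the deposited sample labels give them. The arrays lay on 7 slides and were scanned on 1 day. The fish numbers were not treated as pairs in the main fit, and whether they pair the fish was not settled by the values. Deviations from the group mean had a median correlation of 0.162 over the 8 pairs of fish with the same number in both lines, with a range from -0.344 to 0.634, and of -0.015 over the 24 other pairs.

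The authors deposited values of 2 kinds. The authors' scanner output gives spot intensities of each array, extracted and background-corrected with Feature Extraction version 10.7.1.1 per the file headers, with no normalization between arrays. The authors' second table holds log2 values as deposited, which the authors had made, as matching of the values shows, from the median spot signal without background correction by averaging the spots of a probe and subtracting the median of the array. Each entry of that table was matched within 0.001 to a probe on all arrays. The background-corrected processed signal was taken for the values given here, because this choice was set before the data were examined and the paper's text does not name the signal used.

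Each array had 45220 spots. Control spots and 355 spots marked as outliers by the scanner software were left out, the processed signal was put on the log2 scale, the median of each array was subtracted, and the spots of a probe were averaged, which gave 37394 probes, of which 6409 were spotted more than once. A value on every array was present for 37191 probes. No spot was saturated. The median processed signal of an array was between 67.81 and 175.6 in B57_s controls, 48.59 and 129.9 in infected B57_s, 50.56 and 222.8 in A3_r controls, and 96.75 and 193.4 in infected A3_r fish. The number of arrays limits the precision.

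A linear model with the 4 groups was fitted to each probe with limma 3.58.1 in R 4.3.3, with moderated variances, and p values were adjusted by the Benjamini-Hochberg procedure over all probes of a comparison. The comparisons were infected against control fish within each line, A3_r against B57_s among controls and among infected fish, and the interaction, given as the ratio of the A3_r to the B57_s fold change. A probe was past the threshold at an adjusted p below 0.01 with a fold change above 3 or below 0.33, and for the interaction at an adjusted p below 0.01. Adjusted p values of single probes are from this model. The fit was tested on simulated data, in which 8-fold changes were added to some of the 37191 probes, 400 for infection in each line and for the interaction, 200 between controls and 600 between infected fish. It recovered 88% of these for infection in B57_s, 96.2% in A3_r, 91% between controls, 94.8% between infected fish and 76% for the interaction.

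The study used 6 of the 7 deposited A3_r controls. Control 15 was identified as the one left out from the authors' values and the fold changes of Figure S1, and values are given without it (22 arrays) and with it (23 arrays). All 23 arrays were the setting chosen before the data were examined. For a probe that was at or under the background in a group, a fold change is given as a lower limit.

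Single probes were named by a rule set before the data were examined, when the values in the paper's tables had been seen. It takes every probe that the paper names by its contig number in Tables 2 to 4 or whose gene its results or discussion name as modulated or not modulated. It also takes, for infection in each line, for the controls and for the interaction, the 3 probes with the largest rise and the 3 with the largest fall among those past the threshold whose groups do not overlap, named by the paper's supplementary annotation or else by the probe ID. Values were computed for each of these probes. The text gives those of only part of the probes in Tables 2 to 4, and the others enter as lists. The alternatives, the arrays left out and the search for fish far from their group were run for 53 probes. The alternatives and the arrays left out were also run for TC127444 and TC130649. Where the text names a probe outside the rule, it was chosen after its values were seen.

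The alternatives set before the data were examined were quantile normalization, scaling to the 75th percentile, normexp background correction with an offset of 50 on the median spot signal, a filter that keeps probes well above background on at least 50% of the arrays of a group, a fold threshold of 2 and 0.5, no fold threshold for the overlap, other selections of probes for the correlation, fits on the 2 compared groups only, the fish number as a block, the slide as a block, a variance trend with robust estimation, the authors' deposited values, and each array left out in turn. Each alternative, and each array left out, was run on the 23 arrays unless control 15 is named as left out. A block for the scan day could not be fitted with 1 day. Array weights, normexp followed by quantile normalization, and the authors' values without control 15, in separate fits or in one fit, were added after the data were seen. Other splits of the samples were drawn 100 times for each count.

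The marker lists were written before their test and hold 12 red cell probes (globins, band 3, heme synthesis), 6 probes of skeletal muscle genes, 5 aquaporin and carbonic anhydrase probes and 2 parvalbumin probes. Probe names are those of the paper's tables and supplementary annotation, in which many are matches of other species.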

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

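The tests given in this part were set before their results were seen, except the values without control 15, the array weights and normexp followed by quantile normalization, which were added afterwards. A sample was marked as far from its group when its gap to the nearest fish exceeded Dixon's 95% critical share of the group's range. Chance marks about 1 in 20 groups, or 11.6 of the 232 groups tested, and 17 were marked.

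A3_r control 15 stood apart from the other A3_r controls as an array. Its median processed signal was 50.56, or 5.66 on the log2 scale against 6.88 for the nearest control, a gap of 0.569 of the range. Its median distance from its group was 1.134 on the log2 scale against at most 0.463 for the others, a gap of 0.752 of the range. The same control was the highest of its group for 2 cathelicidin probes, TC95594 (-0.52 against -2.75, a gap of 0.58 of the range) and TC119632 (-0.57 against -3.05, 0.719), for NDUFA5 TC115587 (3.35 against 2.15, 0.624), IL1R2 TC97188 (4.85 against 2.04, 0.664), IL8 TC115195 (1.78 against -0.77, 0.611), lysozyme CII TC127723 (7.41 against 5.57, 0.581), ELMO1 TC109245 (4.71 against 2.59, 0.636) and the COR1A probes TC100726 (10.21 against 7.55, 0.682) and TC120552 (10.28 against 7.71, 0.699). For ADAM8 TC126003 it was the lowest (-1.47 against -0.09, 0.739).

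The paper did not use this control, so its signal was also compared with both lines and both treatments. A B57_s fish under a wrong label is argued against by the line score, the mean log2 difference between probes higher and lower in A3_r, which was 3.70 in control 15, between 1.95 and 3.64 in the other A3_r fish and between -2.74 and -1.61 in B57_s fish. An infected fish under a control label is argued against by the infection score, the same difference between probes induced and repressed in both lines, which was -3.169 in control 15, between -3.60 and -2.41 in the other A3_r controls and between 1.75 and 3.27 in infected A3_r fish. A dim array alone is argued against by the distance after quantile normalization, which was 0.688 in control 15 and between 0.212 and 0.397 in the other A3_r controls. Over the 18469 probes that were well above background on every array with a mean signal above the median, it was 0.608 against at most 0.391 in its group and 0.422 in any other array. The quality of the RNA, the cells of the sample and the fish itself remain open and were not tested, and no biological explanation was tested. With control 15 left out, 596 probes were past the threshold in B57_s and 423 in A3_r, against 420 and 387 with it. All 420 of B57_s and 328 of the 387 of A3_r were among those past it without control 15.

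Other fish were marked at single probes. Infected B57_s fish 8 was the lowest of its group for mmp13 TC108357 (10.56 against 10.91, a gap of 0.72 of the range), infected A3_r fish 8 for aquaporin TC111566 (1.38 against 2.75, 0.616), infected A3_r fish 7 for carbonic anhydrase TC94816 (4.92 against 6.11, 0.64) and A3_r control 16 for carbonic anhydrase TC94822 (2.57 against 5.50, 0.678). A3_r control 16 was the highest for ABCA1 TC125779 (6.08 against 5.42, 0.644). These numbers are within what chance gives, no technical explanation was tested for them one by one, and no biological explanation was tested.

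The fold changes with infection differed between the lines at an adjusted p below 0.05 of the interaction for 7 probes over the 23 arrays, of which only the first was past 0.01. The ratio of the A3_r to the B57_s fold change was 0.02565 for Beta-2-glycoprotein 1 TC103365 (adjusted p = 0.000881, 31.4-fold in B57_s and 0.804 in A3_r) and 0.08743 for a glycine receptor TC122728 (adjusted p = 0.0113, 51.5 and 4.50). It was 8.214 for the chemokine TC117957 (adjusted p = 0.024, 0.0684 and 0.562), 17.44 for the chemokine TC100858 (adjusted p = 0.024, 0.0167 and 0.292), 6.54 for TC117678 (adjusted p = 0.024, 0.0951 and 0.622), 0.143 for TC95394 (adjusted p = 0.0312, 1.99 and 0.284) and 8.977 for TC110575 (adjusted p = 0.0319, 0.0915 and 0.821). TC122728, TC117678, TC95394 and TC110575 were chosen after their values were seen, and the last 3 have no name in the paper's annotation.

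Chance is argued against for this number but not excluded. Of 100 reassignments of the deviations between the lines, the real assignment included, 2 gave 7 or more probes at 0.05. At 0.01, 3 of 100 gave 1 or more. The largest numbers were 177 and 10. At an unadjusted p under 0.05 the number was 1681 on the 37191 probes with every value, reached by 29 of 100, so that chance is not argued against there. Without 1 array, the number past 0.01 was 2 (B57_s control 12, infected B57_s fish 2, A3_r control 12 or 13), 3 (infected B57_s fish 8, infected A3_r fish 2 or 6) or 6 (A3_r control 15). With the fish number as a block, limma gave 0 probes on 16 arrays, with 2106 at an unadjusted p under 0.05, against 2 probes without the block. A slide that holds both lines unequally was addressed by the slide block, with 2 probes past 0.01. Hybridization of related sequences to a probe, and sequence differences between the lines under a probe, were not tested. A difference in response between the lines, which the design names, remains open.

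The paper gives no count for the comparison of the lines among infected fish. In it 1597 probes were past the threshold over the 23 arrays (969 higher and 628 lower in A3_r), and the same 1597 were among the 1674 of the 22 arrays. Chance can be excluded, since 1 of 100 relabellings of the infected fish, the real one, reached 1590 probes on the 37191 with every value, and the highest other number was 285. With the fish number as a block the number was 1327 on 8 arrays, against 1436 without the block on the same arrays. Sequence differences between the lines under a probe were not tested, and a difference between the lines in expression remains open.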

How the results depend on the processing

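The settings with array weights, with normexp followed by quantile normalization, and with the authors' values without control 15 were chosen only after the data were seen, and the others before. The starting point is one limma fit of all 23 arrays on the processed signal. It gave 420 probes changed by infection in B57_s, 387 in A3_r, 148 raised and 39 lowered in both lines, a correlation of fold changes of 0.959, 1586 probes that differed between controls, 77 of these changed by infection, 1 probe past the interaction, 3 of the paper's contrasted probes past it at 0.05, 11 and 288 probes changed in 1 line and within 2-fold or not significant in the other, and 1597 probes that differed between infected fish. A count is called moved below when it differs more than 1.5-fold. The cause was not tested for any movement below, except where the setting itself gives it.

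With each of the 23 arrays left out in turn, the counts were between 252 and 596 in B57_s, 330 and 430 in A3_r, 112 and 182 for the shared rises, 23 and 55 for the shared falls, 1241 and 1686 between controls, 35 and 104 for the overlap, 1 and 6 for the interaction, 1 and 7 for the contrasted probes, 4 and 29 within 2-fold, 230 and 328 not significant, and 1417 and 1693 between infected fish, and the correlation was between 0.9532 and 0.9635. The B57_s count was 254 without B57_s control 12 and 252 without 13, with 23 and 25 shared falls. The overlap was 49, 43 and 35 without B57_s control 10, 13 or 16. The interaction count was 2 without B57_s control 12, infected B57_s fish 2 or A3_r control 12 or 13, 3 without infected B57_s fish 8 or infected A3_r fish 2 or 6, and 6 without A3_r control 15. The contrasted probes past 0.05 were 1 without B57_s control 10, 13 or 16, infected B57_s fish 2, 3 or 7 or infected A3_r fish 3 or 5, 5 without infected A3_r fish 6, 6 without infected A3_r fish 4 and 7 without A3_r control 15. Within 2-fold there were 4 probes without infected A3_r fish 7, 5 without A3_r control 11 or 14 or infected fish 8, 6 without A3_r control 10 or 13, 7 without infected A3_r fish 6 and 29 without A3_r control 15.

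Scaling to the 75th percentile moved the shared falls to 60, the interaction to 6, the contrasted probes to 13 and the probes within 2-fold to 48. Quantile normalization moved the overlap to 123, the interaction to 9, the contrasted probes to 20 and the probes within 2-fold to 55. The share of rises among the B57_s probes was 57.1%, and 44.1% and 49.9% under these scalings, so that the majority changed side. The median log2 change of all probes in B57_s was 0.04, and -0.10 with the 75th percentile. The filter on dim probes kept 31768 probes and left out 5626. It moved the interaction to 2 and the probes within 2-fold to 17. A variance trend with robust estimation moved the interaction to 2. The slide as a block moved the shared falls to 19, the interaction to 2 and the probes within 2-fold to 0 (160 without the condition on p).

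The normexp correction lowered each count. It gave 19 probes in B57_s, 72 in A3_r, 4 shared rises, 4 shared falls, a correlation of 0.9756, 395 between controls, an overlap of 5, 1 contrasted probe, 1 within 2-fold, 47 not significant and 194 between infected fish. The interaction gave 0 in limma, with 400 at an unadjusted p under 0.05. An offset of 50 draws the fold changes of dim probes toward 1 by construction. With quantile normalization after it, the counts were 237 in B57_s, 174 in A3_r, 81 shared rises, 517 between controls, an overlap of 31, 49 for the interaction, 32 contrasted probes, 25 within 2-fold, 65 not significant and 449 between infected fish.

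The authors' deposited values gave 275 probes in B57_s, 248 in A3_r, 832 between controls, an overlap of 42, 3 for the interaction, 122 not significant and 763 between infected fish. Without control 15 and in 2-group fits, which is the study's own setting, they gave 235 in A3_r, 22 shared falls, a correlation of 0.9431, 812 between controls, an overlap of 49, 28 within 2-fold, 184 not significant and 758 between infected fish. Without control 15 and in one fit they gave 817 between controls, an overlap of 45, 6 for the interaction, 18 contrasted probes, 34 within 2-fold, 123 not significant and 776 between infected fish. Array weights gave 708 in B57_s, 80 shared falls, an overlap of 165, 31 for the interaction, 43 contrasted probes and 87 within 2-fold.

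Fits on the 2 compared groups gave 251 probes in A3_r. A fold threshold of 2 gave 712 in A3_r and 2450 between infected fish, and no fold threshold gave an overlap of 197, as a wider rule must. The correlation was 0.8559 over probes significant in at least 1 line and 0.6247 over all probes, since selection in both lines raises it. With the fish number as a block, on the 8 controls that carry numbers present in both lines, there were 542 probes, against 1106 without the block on the same arrays. On 16 arrays limma gave 0 for the interaction and 0 contrasted probes with the block (2106 and 144 at an unadjusted p under 0.05) and 2 and 2 without it. The planned block for the scan day was not run, since all arrays have 1 day. The files hold no mean spot signal, and the normexp setting used the median.

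Of 135 results for single probes, 77 were past the threshold, and 19 of these kept their direction and their side of it under each setting run, as did 50 of the 135. The lowest agreement was under normexp, with 57 of 135 no longer past the threshold, and the filter on dim probes changed 1. The direction reversed for 4 results, none of them past the threshold. IL1β TC95482 between controls was at 1.178, and at 0.9984 with the authors' values without control 15 in both kinds of fit and 0.9283 with array weights. With an array left out it was between 0.9997 (A3_r control 15) and 1.376. The interaction of LITAF TC130353 was at 0.9231, at 1.019 with the 75th percentile, and between 0.6785 and 1.182 with an array left out, above 1 without B57_s control 13 or 16, infected B57_s fish 2 or 7, A3_r control 15 or 16, or infected A3_r fish 3, 5, 7 or 8. SAA-1 TC128889 between controls was at 0.8156, and at 1.22 with the slide as a block. MBP TC105891 between infected fish was at 0.8572, and between 0.7046 and 1.016 with an array left out, above 1 without infected B57_s fish 7. Between 68.01% and 88.16% of the spots of an array were well above background, which limits the probes of low signal.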

Differences from the paper's values

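The settings with array weights, with normexp followed by quantile normalization, and with the authors' values without control 15 were chosen only after the data were seen. The others were set before the data were examined. Of 14 counts, percentages and coefficients that the paper states or shows, 8 differ more than 1.5-fold from the values over the 23 arrays, and of 60 fold changes in its supplementary tables and Table 3, 12 differ by this and by more than the SD between fish. The 4 fold changes of toxin-1 TC122221 and lysozyme CII TC127723, which Table 4 prints with a decimal comma, do not differ by this rule. The 60 cover only probes named in Tables 2 to 4, so IL11 TC110250 is not among them.

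The study's own setting, with the authors' values, separate fits and control 15 left out, was chosen after seeing the values and drops 0 of the 151 probes of Figure S1 changed in both lines, 0 of the 183 of Figure S2 and 0 of the 461 of Figure S3. The authors' values without control 15 in one fit, chosen after seeing the values, drop 6, 62 and 10 of these. Normexp followed by quantile normalization, chosen after seeing the values, drops 58, 113 and 164, and array weights, also chosen after seeing the values, drop 12, 43 and 12. A setting is said to close a gap where it comes within 1.5-fold of the paper's value, and for a fold change also where what remains is within the SD between fish.

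For probes lowered in both lines, the paper's value is 22, against 39. The authors' deposited values and the slide block close this gap, as do the fits without B57_s control 10, 12, 13 or 16, infected B57_s fish 1, 3 or 7, or infected A3_r fish 6, 7 or 8, and the 75th percentile, quantile normalization, normexp, the filter on dim probes and the variance trend do not. Among the settings chosen after seeing the values, the study's own, the one fit without control 15 and normexp followed by quantile normalization also close it and drop the probes counted above.

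For probes changed in one line with a fold change of 0.5 to 2 in the other, the paper's value is 28, against 11. Leaving out A3_r control 15 closes the gap, with 29 probes, and no other setting chosen before the data were examined does. It is also closed by the study's own setting (28), the one fit without control 15 (34) and normexp followed by quantile normalization (25), which were chosen after seeing the values and drop the probes counted above.

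For probes that differ between controls, the paper's value is 812, against 1586. The authors' deposited values (832) and the 2-group fits close the gap. The block of the fish number was run on 8 controls and gave 542, and the same arrays without the block gave 1106, both within 1.5-fold of the paper's value, so that the block is not needed to close it. The 75th percentile, quantile normalization, normexp, the filter on dim probes, the variance trend, the slide block and each array left out do not. Chosen after seeing the values, the study's own setting (812) and the one fit without control 15 (817) also close it and drop the probes counted above.

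For probes that differ between controls and are changed by infection, the paper's first value is 49, against 77. The authors' deposited values close the gap, as do the fits without B57_s control 10, 12, 13 or 16, any infected B57_s fish, A3_r control 10, 11, 12 or 14, or infected A3_r fish 2, 3, 5, 6, 7 or 8. The other settings chosen before the data were examined do not. The study's own setting (49) and the one fit without control 15 (45), chosen after seeing the values, also close it and drop the probes counted above. The paper's second value for this is 26, against 77. Of the settings chosen before, the fit without B57_s control 16 (35) closes it, and the others do not. Normexp followed by quantile normalization (31), chosen after seeing the values, also closes it and drops the probes counted above. As a share of the probes changed by infection, the paper's value is 5%, against 12.42%. Normexp closes this gap. The 75th percentile, quantile normalization, the filter on dim probes, the variance trend and the slide block do not. The authors' deposited values do not close it either, nor does the study's own setting, chosen after seeing the values.

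For probes changed by infection in A3_r, the paper's Figure 2B adds up to about 240, read by eye, against 387. The authors' deposited values, the 2-group fits and the slide block close the gap, as do the fits without A3_r control 10, 11, 12 or 14 or infected A3_r fish 2, 6, 7 or 8, and the other settings chosen before do not. So do the study's own setting (235), the one fit without control 15 and normexp followed by quantile normalization (174), which were chosen after seeing the values and drop the probes counted above. The intercept of the line in the paper's Figure 2A is about 0.25, read by eye, against 0.1623. The 75th percentile, normexp, the variance trend and the fit without A3_r control 15 close it, and the other settings chosen before do not. The study's own setting and the one fit without control 15, chosen after seeing the values, also close it and drop the probes counted above.

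The 12 fold changes that differ are all closed by the authors' deposited values, a setting chosen before the data were examined, and also by the study's own setting and the one fit without control 15, which were chosen after seeing the values and drop the probes counted above. For lyn in B57_s, the paper's values are 217 for TC125014, against 575, and 191.6 for TC124742, against 523.9. For cathelicidin in B57_s, the paper's values are 55.76 for TC108552, against 196.7, 11.62 for TC95594, against 26.17, and 10.85 for TC119632, against 27.79. For hepcidin TC116498, the paper's values are 13.94 in B57_s, against at least 59.79, and 7.65 in A3_r, against at least 18.88. For C3 in B57_s, the paper's values are 5.41 for TC130908, against 16.23, and 2.925 for TC126761, against 9.105. For the chemokine TC100858 in B57_s, the paper's value is 0.05125, against 0.01673. For the retinoid-binding protein TC103224, the paper's values are 2 in B57_s, against 4.476, and 7.653 in A3_r, against 19.92. Normexp comes within 1.5-fold for TC126761 and TC103224 in B57_s, and within the SD between fish, but not within 1.5-fold, for TC108552, TC100858 and hepcidin in A3_r. Without infected B57_s fish 2, TC108552 (152.6) and TC100858 (0.02041), and without B57_s control 10, TC103224 in B57_s (3.273) come within the SD between fish, but not within 1.5-fold. The other settings chosen before do not close any of the 12. Of the settings chosen after seeing the values, normexp followed by quantile normalization comes within 1.5-fold for TC103224 in B57_s and only within the SD between fish for TC108552, TC100858 and hepcidin in A3_r, as do array weights for TC108552, and they drop the probes counted above.

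The paper places the basal expression of IL1R2 and SOCS3 higher in the susceptible line. The controls of A3_r were higher instead, over the 22 arrays 6.07-fold for IL1R2 TC97188 (adjusted p = 0.0213) and 4.45-fold for SOCS3 TC132235 (adjusted p = 0.0429), neither past the threshold. IL1R2 was past it, higher in A3_r, with the 75th percentile (7.61-fold), quantile normalization (8.11), the variance trend and the 2-group fits (8.47 in both) and without infected A3_r fish 6, and SOCS3 with quantile normalization (4.89) and the 2-group fits (5.23). The study's own setting also calls both (4.25 and 3.95) and array weights call IL1R2 (5.99), settings chosen after seeing the values and with the drops counted above. The fold column of Figure S3 is headed as susceptible over resistant, and its values hold the opposite ratio for 461 of 461 probes.

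The paper describes IL1β as more strongly induced in B57_s than in A3_r, from the arrays and from QPCR of other fish. The QPCR values were not examined here. On the arrays, the ratio of the fold changes was 0.303 over the 22 arrays (adjusted p = 0.96). The direction is as stated, and the array difference alone is not past a test of it adjusted over all probes.

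The paper's Table 2 lists 53 probes as induced in both lines. All 53 were higher after infection in both lines, and 47 were past the threshold in both over the 22 arrays and 45 over the 23. The study's own setting, chosen after seeing the values, calls 53 in B57_s and 51 in A3_r, with the drops counted above. Among probes of genes the paper names as modulated, those of IL8, MBP and LITAF were not past the threshold in B57_s over the 23 arrays. Chosen after seeing the values, the study's own setting calls IL8 TC115195 (5.05-fold), TC126733 (13.1) and TC95084 (6.48), MBP TC105891 (3.12) and LITAF TC130353 (4.03) there, and the 2-group fits call IL8 TC115195 (5.84). Array weights, chosen after seeing the values, call LITAF in A3_r (4.79). What these settings drop is counted above.

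Among the repressed genes, the carbonic anhydrase probe TC94822 was called in B57_s with the 75th percentile (0.121), the 2-group fits (0.133), the study's own setting (0.212) and array weights (0.125) and without A3_r control 16, and in A3_r with the authors' deposited values (0.208), the one fit without control 15 (0.222), array weights (0.177) and normexp followed by quantile normalization (0.219) and without A3_r control 16 (0.139). TC100806 was called in B57_s with quantile normalization (0.132), the 2-group fits (0.159), the study's own setting (0.156), array weights (0.144) and normexp followed by quantile normalization (0.144) and without A3_r control 16, and in A3_r with array weights (0.225), normexp followed by quantile normalization (0.253) and without A3_r control 16 (0.196). The aquaporin probe TC100677 was called in B57_s with the 75th percentile (0.236), quantile normalization (0.213), the authors' values (0.238), array weights (0.252) and normexp followed by quantile normalization (0.223) and without A3_r control 15. The parvalbumin probes were called in B57_s by the study's own setting (0.162 and 0.160). Between controls, the COR1A probe TC100726 was called as lower in A3_r without control 15 (0.301), with the study's own setting and the one fit without control 15 (0.320) and with array weights (0.311), and TC120552 without control 15 (0.324) and with the study's own setting and the one fit without control 15 (0.316). The authors' values without control 15, array weights and normexp followed by quantile normalization were chosen after seeing the values, with the drops counted above.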

Other observations

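The tests on the larger spread between A3_r fish, on the number of fish and on the direction of the fold column of Figure S3 were chosen only after the result was seen, as were the values without control 15 and under the study's own setting. The other tests of this part were set before.

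Chance can be excluded for the numbers of probes that the passages give for infection in B57_s, infection in A3_r, the difference between controls, the shared rises and the shared falls, each reached by 1 of 100 splits, the real one, over the 37191 probes with every value. The real split gave 419, 385, 1579, 148 and 39 probes, and the highest other split 92, 0, 374, 0 and 0. The correlation of fold changes between the lines over all probes was also reached by 1 of 100 splits, and the others had a median of 0.00748 and a highest value of 0.525. For probes that differed between controls and were changed by infection, the 75 observed were reached by 2 of 100, and the highest other split gave 873. Of the probes that the paper lists as contrasted between the lines, 3 were past 0.05, and 1 of 100 reassignments reached this. Whether this is chance cannot be told, since the study chose the list on these arrays, which favours the real assignment. Chance is not excluded for the probes past the threshold in only 1 line, since 14 of 100 reassignments of the deviations between the lines gave as many probes within 2-fold in the other line (11) and 19 of 100 as many that were not significant in it (285).

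With a separate fit for each line, more probes were past the threshold in B57_s than in A3_r, 592 against 251, a ratio of 2.36. In one fit the numbers were 420 and 387, a ratio of 1.09, and without control 15 they were 592 and 342 in separate fits and 596 and 423 in one. In one fit the B57_s number fell to 254 without B57_s control 12 and to 252 without B57_s control 13. The number of fish is argued against, since A3_r had more fish, 7 controls and 7 infected against 4 and 5, and only 251 probes. In 100 subsets of A3_r fish with 4 controls and 5 infected fish, limma gave between 5 and 259 probes, with a median of 60. A candidate explanation that remains is the larger spread between A3_r fish. The variance within groups was larger in A3_r for 74.1% of the probes, or for 63.5% without control 15. The median pooled SD was 0.663 in A3_r (0.512 without control 15) and 0.426 in B57_s. Whether this spread comes from the fish or from the arrays was not tested.

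The comparison of controls shares its arrays with both infection comparisons. Shared arrays alone are argued against as the source of the overlap, since 0 of 100 simulations with unrelated changes and shared controls reached the 75 probes observed. The simulated numbers were between 7 and 65 with a median of 15, and independence gives 26.2. The simulations had fewer probes past the threshold, a median of 1234 between controls and 471.5 with infection against 1579 and 617, which lowers their overlap. Divided by the number that independence gives, the overlap was 2.86, which 1 of 100 simulations reached, with a median of 0.939. The overlap of 77 over all probes was 49, 43 and 35 without B57_s control 10, 13 or 16. The correlation between the control difference and the interaction was -0.376. Shared control arrays may be enough for it, since 31 of 100 simulations without any interaction were as negative, with a median of -0.309.

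Slides hold the groups unequally, and infection and line were compared within the slides that hold both groups. Of the probes past the threshold on the other slides, 100% changed in the same direction within each slide for infection in B57_s. The lowest share was 89.4% for the controls, on slide 2, and 99.1% on slide 4. For infection in A3_r the lowest share was 76.5%, on slide 2, whose only A3_r control is control 15, with a mean log2 change of 1.58 against 2.62 on the other slides, and the shares were 98.7%, 87.7% and 98.8% on slides 5, 6 and 7. These values argue against a difference between slides as the cause of the 3 responses. Differences between the lines, and infection, remain open as biological explanations that the design names.

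The fold column of Figure S3 is headed as B57_s over A3_r. Within 1%, 100% of its 461 probes (461 probes) equal A3_r over B57_s in the authors' values without control 15, and 0 equal the reverse. No biological explanation was tested.

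Aquaporin and carbonic anhydrase fell with infection in both lines. On the log2 scale the mean of their 5 probes was 4.97 ± 0.47 (SD, n = 4) in B57_s controls, 2.40 ± 0.68 (SD, n = 5) in infected B57_s, 7.20 ± 1.05 (SD, n = 7) in A3_r controls and 5.22 ± 0.62 (SD, n = 7) in infected A3_r fish. A candidate explanation was a smaller share of red cells. Over the same groups the 12 red cell probes had means of 7.28 ± 0.30, 4.83 ± 0.67, 7.86 ± 0.74 and 6.16 ± 0.47 (SD). Without control 15, 8 of the red cell probes were past the threshold in B57_s and 4 in A3_r, with median fold changes of 0.233 and 0.387, and of the 5 probes 3 and 1, with 0.159 and 0.317. With control 15 these numbers were 7 and 4, and 2 and 3. The most abundant red cell probes, hemoglobin alpha-4 TC123328 and beta-1 TC128676, had mean log2 signals of 10.27 and 10.21 and log2 changes of -1.46 and -1.97 in B57_s and of -0.59 and -1.41 in A3_r. Within groups, 0 of the 5 probes followed the red cell list more closely than 95% of the 146 other repressed probes. Their correlations were between 0.607 and 0.878, and those of the other repressed probes had a median of 0.557 and a 95th percentile of 0.901. Fewer red cells and lower expression cannot be told apart, because the other repressed probes also follow the list and the study picked each of the 12 probes from these arrays as repressed. The pronephros also makes red cells.

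The 2 parvalbumin probes had mean log2 signals of 3.46 ± 1.30 (SD, n = 4), 0.08 ± 1.54 (SD, n = 5), 2.68 ± 3.95 (SD, n = 7) and -0.92 ± 3.22 (SD, n = 7) in B57_s controls, infected B57_s, A3_r controls and infected A3_r fish. The 6 muscle probes had 1.33 ± 1.42, -1.75 ± 1.37, 0.38 ± 3.66 and -2.42 ± 1.49 (SD). None of the 8 probes was past the threshold over the 22 or 23 arrays, where limma gave 0 calls, with median fold changes of 0.106 in B57_s and 0.110 in A3_r for muscle over the 22 arrays. Under the study's own setting the 6 muscle and 2 parvalbumin probes were past it in B57_s. Muscle carried over with the pronephros of some fish is a candidate explanation. Within groups, 2 of the 2 parvalbumin probes followed the muscle list more closely than 95% of the 146 other repressed probes, with correlations of 0.938 and 0.940 (permutation test within groups, p = 1e-05, the smallest that 100000 permutations can give, BH-adjusted over 7 probes 2.33e-05). The others had a median of -0.209 and a 95th percentile of 0.2. Without the 2 farthest arrays the correlations were 0.925 and 0.930, and with the slide as a block 0.911 and 0.912. The most abundant muscle probes, tropomyosin TC132147 and myosin heavy chain TC126922, had mean log2 signals of 0.71 and 0.32. The study picked each of the 6 muscle probes from these arrays as repressed. A change of muscle genes within the pronephros remains open.

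Among controls, 131 probes differed more than 32-fold between the lines, 77 higher and 54 lower in A3_r. Of these, 97.7% (128 probes) were past the threshold in the same direction among infected fish, 101 of them more than 32-fold, and 2 were changed by infection in either line. These values may come from differences fixed in the line. They do not tell a difference in expression from a sequence difference under the probe, which was not tested.

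Infected A3_r fish differed from each other in inflammatory probes. In fish 2, 3, 4, 5, 6, 7 and 8 the log2 signal of IL1β was 3.42, 0.76, 3.83, 0.70, 6.04, 0.95 and 0.81, that of IL1R2 was 4.66, 1.90, 4.18, 2.16, 6.58, 2.01 and 1.73, that of SOCS3 was 6.55, 3.37, 7.06, 3.13, 6.97, 3.38 and 3.91, and that of IL11 was 1.03, -2.82, 1.83, -3.30, 4.64, -2.51 and -2.28. No explanation was tested.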
